# Transcriptomic analysis of genetically defined autism candidate genes reveals common mechanisms of action

**DOI:** 10.1186/2040-2392-4-45

**Published:** 2013-11-15

**Authors:** Thomas A Lanz, Edward Guilmette, Mark M Gosink, James E Fischer, Lawrence W Fitzgerald, Diane T Stephenson, Mathew T Pletcher

## Abstract

**Background:**

Austism spectrum disorder (ASD) is a heterogeneous behavioral disorder or condition characterized by severe impairment of social engagement and the presence of repetitive activities. The molecular etiology of ASD is still largely unknown despite a strong genetic component. Part of the difficulty in turning genetics into disease mechanisms and potentially new therapeutics is the sheer number and diversity of the genes that have been associated with ASD and ASD symptoms. The goal of this work is to use shRNA-generated models of genetic defects proposed as causative for ASD to identify the common pathways that might explain how they produce a core clinical disability.

**Methods:**

Transcript levels of *Mecp2*, *Mef2a*, *Mef2d*, *Fmr1*, *Nlgn1*, *Nlgn3*, *Pten*, and *Shank3* were knocked-down in mouse primary neuron cultures using shRNA constructs. Whole genome expression analysis was conducted for each of the knockdown cultures as well as a mock-transduced culture and a culture exposed to a lentivirus expressing an anti-luciferase shRNA. Gene set enrichment and a causal reasoning engine was employed to identify pathway level perturbations generated by the transcript knockdown.

**Results:**

Quantification of the shRNA targets confirmed the successful knockdown at the transcript and protein levels of at least 75% for each of the genes. After subtracting out potential artifacts caused by viral infection, gene set enrichment and causal reasoning engine analysis showed that a significant number of gene expression changes mapped to pathways associated with neurogenesis, long-term potentiation, and synaptic activity.

**Conclusions:**

This work demonstrates that despite the complex genetic nature of ASD, there are common molecular mechanisms that connect many of the best established autism candidate genes. By identifying the key regulatory checkpoints in the interlinking transcriptional networks underlying autism, we are better able to discover the ideal points of intervention that provide the broadest efficacy across the diverse population of autism patients.

## Background

Autism spectrum disorder (ASD) is a heterogeneous developmental disease that is primarily characterized by behavioral and social impairments such as the presence of repetitive or ritualistic activities, social withdrawal, and difficulty with proper communication. ASD is more commonly diagnosed in male individuals at a 4:1 ratio and its incidence has notably risen over time. It is currently estimated that ASD afflicts up to one out of every eighty-eight individuals and is now counted as the second most common developmental disability after intellectual disability [1-3]. Current treatment options for autism are limited, focusing primarily on behavioral therapies and repurposed drugs whose primary indication is not autism.

It is long been appreciated that ASD has a strong genetic component underlying its etiology. Early twin studies, examining the co-inheritance of ASD among monozygotic twins, reported a heritability rate for ASD between 60% and 90% [4]. The role of genetics in ASD has been further elucidated and refined at the single gene level as tools such as genome-wide association studies (GWAS), copy number variant (CNV) mapping, and whole exome/genome sequencing have been applied to the disease [5-10]. A clear association has been demonstrated between genetic variants in genes, such as *Contactin-associated protein-like 2* (*Cntnap2*) and *Semaphorin-5A* (*Sema5A*), and ASD, and the localization of rare deletions and duplications has not only led to the identification of new autism candidate genes, such as *SH3 and multiple ankyrin repeat domains 3* (*Shank3*), but also the creation of new mouse models that parallel ASD at both the genetic and behavioral level [11-14].

Our understanding of the genetics and molecular mechanisms of ASD has also been greatly enriched by the study of rare diseases caused by mutations in a well-defined single gene with symptomatic overlap with ASD. Two of the best known examples of this are Fragile X and Rett syndromes. Fragile X is caused by an expansion of a CGG repeat in the Fragile X mental retardation-1 (*Fmr1*) gene and results in mental retardation. Fragile X, because it is X-linked, is preferentially found in male individuals and 25% to 33% of Fragile X patients also meet the criteria for ASD, making it one of the most common genetic causes of autism [15]. Rett Syndrome is also X-linked but unlike Fragile X and ASD, it is predominantly diagnosed in female individuals, because the hemizygous state is often lethal. Rett syndrome too is marked by mental retardation and frequent comorbidity with autism. In addition to being directly tied to ASD through Rett, *Methyl-CpG binding protein 2 (Mecp2)*, a transcription factor mutated in Rett, regulates the expression of other genes that have been tied to ASD, including *Brain-derived neurotrophic factor* (*Bdnf*) [16,17].

Through the use of modern genetic methods and the study of syndromic forms of autism, over 200 genes have been associated with ASD [18]. In an attempt to gain a better understanding of molecular pathophysiology of the disease, tools such as pathway analysis [19] and protein-protein interaction networks [20-22] have been deployed to identify common mechanisms among these autism-risk genes, and one of the dominant themes that has emerged is a convergence on synapse integrity and dendritic spine formation [23-25]. *Phosphatase and tensin homolog* (*Pten*), the causative gene for Cowden syndrome - another syndromic form of autism - is shown to cause increased neuronal spine density, dysfunction in excitatory and inhibitory synaptic activity and decreased synaptic plasticity when deleted [26-28]. *Shank3* encodes a synaptic scaffolding protein while *Neuroligin 1* and *3* (*Nlgn1, Nlgn3*) produce synaptic cellular adhesion molecules. All three genes have been shown to be altered in ASD patients [29-31]. Finally, *Myocyte enhancer factor 2A* and *2D* (*Mef2A, Mef2D*) are activity-dependent genes that encode transcription factors regulating multiple additional genes implicated in ASD (*Ube3A*, *Slc9A6*, *Pcdh10*, and *C3orf58*) [32], and knockdown of these genes in primary neurons has been shown to regulate synapse density [33].

Despite the clues that have been provided by these genetic links, a true understanding of how those genetic defects translate into altered biology have continued to be elusive and therefore have made the development of new therapies for ASD difficult. The current gross appreciation of impacted dendritic spines and synaptic health falls short of the digital visualization of the molecular mechanisms of ASD necessary to advance the field. Therefore, in this study, we sought to determine the molecular consequences of the loss of function of these diverse genes that have been genetically implicated in autism by use of an *in vitro* model system. Primary neuronal cultures are a well-established model for studying fundamental synaptic biology with a well-characterized trajectory of synaptic differentiation and function [5,34]. These cultures have proven to be a robust system for characterizing the transcriptional consequences of synaptic modulation under a number of settings [32,35,36]. We have focused on cortex as a tissue of origin based on observation of pathologic changes in post-mortem ASD cortex [8] and prior work studying ASD-relevant gene function in cortical neurons [10].

By knocking down *Mecp2*, *Mef2a*, *Mef2d*, *Fmr1*, *Nlgn1*, *Nlgn3*, *Pten*, and *Shank3* (Table 1) in murine primary cortical neurons, we were able to compare and contrast the varying transcriptional profiles of each transcriptional inhibition to arrive at core signaling pathways that unite this otherwise disparate group. Pathways that are in common between the various candidate genes would provide one potential explanation of how a mutation in each them might produce the same clinical outcome - ASD. As all of these genes play a role relevant for synaptic structure or function, the hypothesis was that common downstream genes and pathways might be perturbed. For a disorder with heterogeneous genetic backgrounds that produce common behavioral phenotypes, a common molecular pathway could provide a new avenue for therapeutic intervention.

**Table 1:** Description of genes selected for short-hairpin (sh)RNA knockdown and linkage to ASD

**Gene**	**Function**	**Cellular localization**	**Genetic evidence**	**Reference**
*Methyl CpG binding protein 2 (Mecp2)*	Transcriptional repressor	Nuclear	Causes Rett syndrome, which shares some symptom domains with autism	[37]
*Myocyte-specific enhancer factor 2a (Mef2a)*	Transcription factor	Nuclear	Rare single gene mutation in downstream targets associated with Autism symptom domains	[32]
*Myocyte-specific enhancer factor 2d (Mef2d)*	Transcription factor	Nuclear	Rare single gene mutation in downstream targets associated with Autism symptom domains	[32]
*Fragile X mental retardation 1 (Fmr1)*	RNA binding protein	Nuclear	Causes Fragile X, which shares some symptom domains with autism	[38]
*Neuroligin-1 (Nlgn1)*	Synaptic remodeling	Synaptic	Rare single gene mutation associated with autism symptom domains	[30]
*Neuroligin-3 (Nlgn3)*	Synaptic remodeling	Synaptic	Rare single gene mutation associated with autism symptom domains	[31]
*Phosphatase and tensin homolog (Pten)*	Regulator of the cell cycle	Nuclear and synaptic	Causes Cowden syndrome which shares some symptom domains with autism	[26,39]
*SH3 and multiple ankyrin repeat domains 3 (Shank3)*	Scaffold protein	Synaptic	Rare single gene mutation associated with autism symptom domains	[12,29]

## Methods

### Lentiviral shRNA construct generation and production

Lentiviral constructs were generated by cloning annealed and kinased, complementary oligonucleotides into the lentiviral vector pLL3.7_H1 (a version of pLL3.7, Patrick Stern-MIT, modified to encode human H1 promoter to drive short-hairpin (sh)RNA expression). Individual gene’s target sense sequence (Table 2) followed by the loop sequence TTCAAGAGA, targets’ corresponding antisense and TTTTTT terminator sequences oligos were ligated (New England Biolabs, Ipswich, MA, USA) into the BamHI (5′) and XhoI (3′) cloning sites downstream of the human H1 promoter into pLL3.7_H1.

**Table 2:** shRNA sequences used for knockdown experiments

**Gene**	**GenBank accession number**	**shRNA target sequence**	**TaqMan assay ID**
*Mecp2*	NM_010788	GCCGATCTGCTGGAAAGTATG	Mm00465017_m1
*Mef2a*	NM_001033713	GCCCTAATGCTTTGTCGTACA	Mm00488963_m1
*Mef2d*	NM_133665	GTAGCTCTCTGGTCACTCC	Mm00504929_m1
*Nlgn1*	NM_138666	GCAGATTGCCTGAAGTTATGC	Mm02344307_m1
*Nlgn3*	NM_172932	GGATATGGTGGATTGTCTTCG	Mm01225953_m1
*Pten*	NM_008960	GGACAAGTTCATGTACTTTGA	Mm00477210_m1
*Shank3*	NM_021423	GGGAGAAGTTGGATGAGATCC	Mm00498775_m1
*Gapdh*	NM_008084	Not Applicable	4352339E
*Luciferase* (pGL3-Basic)	U47295	AATTCAGCGGGAGCCACCTGA	Not Applicable

Lentivirus was produced per manufacturer’s instructions via quadruple co-transfection of shRNA-containing pLL3.7_H1 plasmid along with the 3 plasmid ViraPower (Life Technologies, Grand Island, NY, USA) system into HEK293T cells. Then, 24 hours post transfection, the media were changed to complete neurobasal media (Life Technologies) and lentivirus-conditioned media were harvested 48 hours later. Functional titer was determined based on green fluorescent protein (GFP) co-expression in HEK293T cells using flow cytometry (FACscalibur, Becton Dickenson, Franklin Lakes, NJ, USA). Optimal lentiviral transduction of primary cultured cortical neurons was determined to be a multiplicity of infection (MOI) of 3.0, based on fluorescence.

### Primary neuronal cultures and transductions

Mouse primary neuronal cultures were prepared from day-16 C57BL6/J embryos. All procedures related to animal care and treatment were conducted under a protocol approved by the Pfizer Institutional Animal Care and Use Committee, according to the guidelines of the National Research Council Institute for Laboratory Animal Research *Guide for the Care and Use of Laboratory Animals* and the US Department of Agriculture Animal Welfare Act and Animal Welfare Regulations. Briefly, timed pregnant dams were received from Jackson Laboratories and whole brains were removed and plated into Hank’s (Life Technologies) solution for dissection (10uM of MgCl_2_; 7uM of HEPES; 2 mM glutamine; 100ug/mL penicillin, 100U/mL streptomycin were also added). Cortex was then cut and dissociated by a 10-minute trypsin treatment. Then, 500,000 cortical cells were placed on 6-well Poly-D-Lysine-coated tissue culture plates and maintained in serum-free medium (medium component: neurobasal medium (Life Technologies) containing 1X B27 supplement (Life Technologies), 2 mM glutamine, 100ug/mL penicillin, 100U/mL streptomycin).

Plate-randomized, quadruplicate cortical cultures were transduced at 2 days *in vitro* (DIV2) at an optimized MOI of 3.0. Lentiviral particles remained for 6 hours, after which, particles were removed and replaced with conditioned complete neurobasal medium. Cultures were allowed to mature for an additional 14 days post transduction (DIV16), at which time, total RNA was isolated (described below).

### Hairpin validation

For each gene target, five unique shRNA targeting lentiviral constructs were generated as described above, along with an shRNA control (designed against luciferase), and used to produce small-scale lentiviral stocks. Viral stocks were used to transduce primary cortical neuronal cultures (see primary neuronal cultures and transduction methods) on DIV2 and cells were grown in culture an additional 7 to 10 days. Total RNA and protein were isolated from replicate cultures. Quantitative PCR (qPCR) (Figure 1) and western blot (Additional file 1: Figure S1) was performed to validate a minimum knockdown level of 75% at the mRNA (described below) and protein levels for all hairpin constructs used in study. *Glyceraldehyde 3-phosphate dehydrogenase* (*Gapdh*) levels were monitored at both the RNA and protein levels as a control. The best-performing hairpin for each gene was carried forward for genome-wide expression analysis.

**Figure 1:**
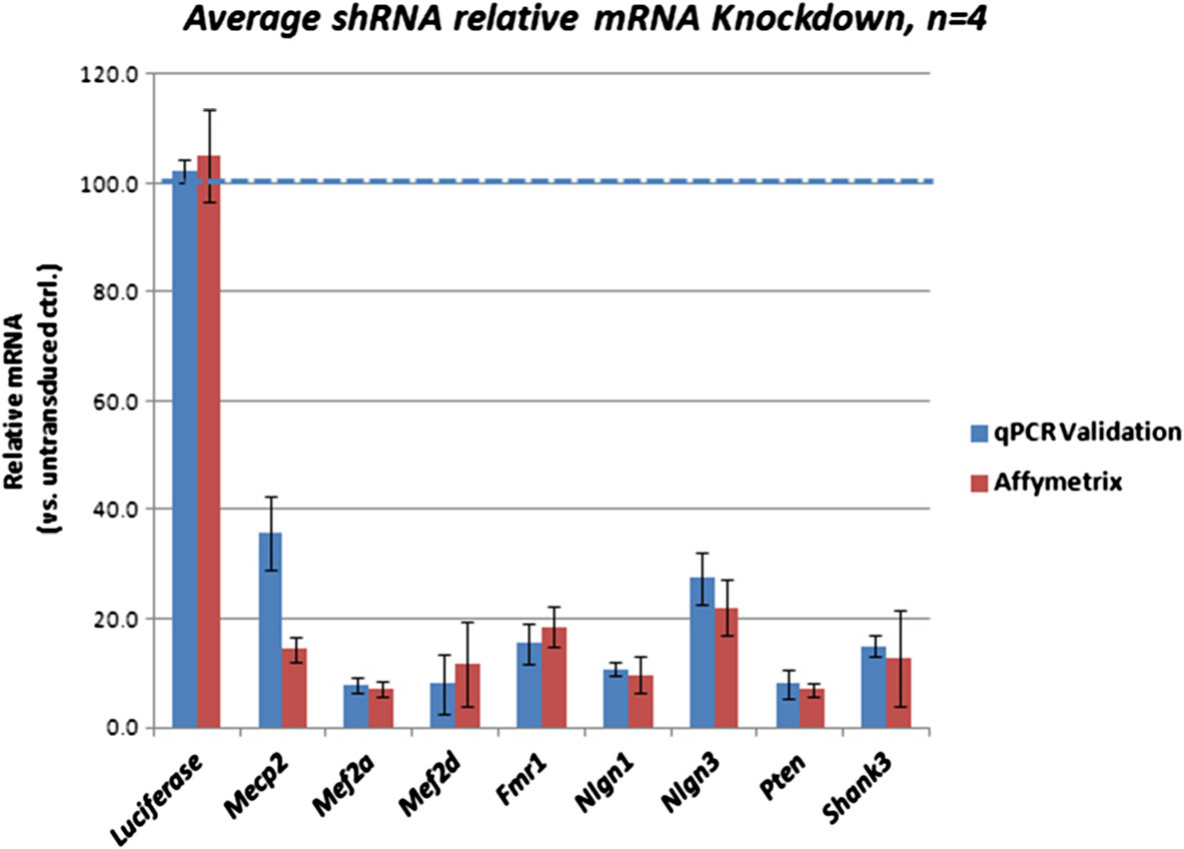
**shRNA efficiently knocks down RNA levels of target genes.** The bars representing the Luciferase-targeting control short-hairpin (sh)RNA-treated neuronal samples are the average values of all target genes. There was no significant difference between the untreated cells and Luciferase shRNA-treated cells for any of the targeted genes.

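Of the targeted genes, *Shank3*, which encodes a scaffold protein of the postsynaptic density, was lower in luciferase neurons than in blank neurons. Its level was 509.3 ± 25.4 (SD, n = 4) in luciferase neurons and 871.6 ± 22.6 (SD, n = 3) in blank neurons, or 58.4% of blank. This is a log2 change of -0.78 (standard error 0.072, adjusted p = 3.1e-04 from limma), and every luciferase array lay below every blank array (two-sided exact permutation test, p = 0.029, the smallest that 4 arrays against 3 allow). *Nlgn1* and *Nlgn3*, which encode adhesion molecules of the synapse, stood at 115.2% ± 7.56 and 107.6% ± 2.78 of blank (SD, n = 4), where the blank arrays themselves had an SD of 11.6% and 20.9% (n = 3). *Mef2a* and *Mef2d*, which encode transcription factors that respond to activity, stood at 89.05% ± 3.32 and 109.5% ± 4.89 (SD, n = 4), and *Fmr1*, which encodes an RNA-binding protein that controls translation, at 98.4% ± 4.88 (SD, n = 4). These 5 genes did not pass the test, with adjusted p from 0.14 for *Nlgn1* to 0.92 for *Fmr1* from limma; the 95% interval of the log2 change reached from -0.0074 to 0.42 for *Nlgn1* and from -0.34 to 0.0095 for *Mef2a*. *Mef2a* passed with quantile normalization (log2 change -0.21, adjusted p = 0.048 from limma) and with each array centred on its median (-0.26, adjusted p = 0.022 from limma). This held for its probe set with the highest level. Its other tested probe sets had log2 changes from -0.15 to 0.078 and passed neither in this fit nor under any alternative. *Nlgn3* passed with array weights (0.31, adjusted p = 0.015 from limma) and without blank replicate 7 (0.29, adjusted p = 0.024 from limma). Over the 6 genes, luciferase neurons averaged 96.4% ± 2.07 of blank (SD, n = 4), and the blank arrays had an SD of 8.82% (n = 3; two-sided exact permutation test, p = 0.629). In *Mef2a* luciferase replicate 1 stood apart from the other luciferase arrays (1342.4 against 1247.2 to 1248.3). In *Nlgn3* luciferase replicate 4 did (401.5 against 421.5 to 425.2). Both gaps were smaller than the SD of the blank arrays, which was 112.1 for *Mef2a* and 81.2 for *Nlgn3*.

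**Figure D1:**
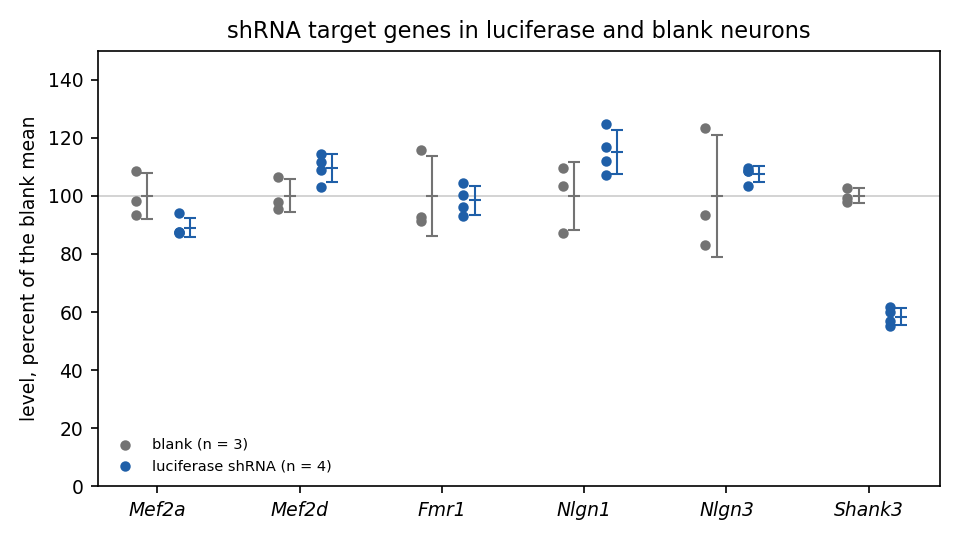
Level of 6 targeted genes in each array as percent of the mean of the blank arrays, for blank neurons (grey, n = 3) and luciferase neurons (blue, n = 4); points are arrays, and the bars beside them give mean ± SD. The 4 luciferase arrays lie below the 3 blank arrays in *Shank3*, at a mean of 58.4%.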

### RNA isolation, cDNA synthesis and qPCR

Total RNA was isolated utilizing the Qiagen (Germantown, MD, USA) RNeasy mini total RNA isolation kit according to manufacturer’s instructions. RNA quality was validated utilizing a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), assuring at least a 2.0 260/280 ratio was obtained. cDNA was generated from 1 ug total RNA using the Life Technologies High Capacity RNA-to-cDNA kit (number 4390716) according to manufacturer’s instructions. Prior to the Affymetrix (Santa Clara, CA, USA) Gene Chip analysis, qPCR for the target gene was performed on quadruplicate replicates 15 ngs RNA-equivalent cDNA to ensure knockdown. Only samples showing acceptable knockdown (>75% knockdown by mRNA) were submitted for gene chip analysis.

### Microarray hybridization and quality control analysis

Total RNA was hybridized to Affymetrix Mouse 430_2 microarrays at Gene Logic (Gaithersburg, MD, USA). RNA degradation plots were analyzed for quality control purposes. Four samples did not pass quality control (QC) and were omitted from further analysis (one each from the *Mef2d*, *Nlgn1*, *Shank3*, and non-transduced groups). The raw data files were then normalized using robust multi-array averaging (RMA) [40]. Hierarchical clustering by positive correlation (Ward linkage) was performed in Genedata Expressionist. Prior to statistical analysis, probe sets with _x designations were excluded for potential lack of specificity. Additional probe sets were excluded if absolute expression was <50 for all samples (expression was considered absent), resulting in 24,343 probe sets for statistical analysis. Gene expression for all sample types was analyzed on the log2 scale. Linear models were used to calculate *P*-values between the groups of interest. The linear model *t*-statistics were regularized using the moderated-*t* approach of Smyth [41]. Adjustment of *P*-values was performed according to Benjamini and Hochberg [42] to control for multiplicity of testing. Each set of microarrays from a shRNA experiment treatment group were compared to the set of microarrays from the luciferase shRNA control set. Probe sets with false discovery rate (FDR)-corrected *P*-value ≤0.05 and ≥1.5-fold change were identified for each treatment group for pathway analysis, as the historic RT-PCR confirmation rate of microarray data fitting these criteria is approximately 70% (Additional file 2: Table S1). Overlap with a recently published autism gene interactome [20] was performed for all treatment groups. All primary microarray data from this experiment are available in the Gene Expression Omnibus [GEO:GSE47150].

### Bioinformatics analysis of gene expression data

Analyses of gene lists from the miRNA experiments were performed using either Nextbio™ software (Santa Clara, CA, USA, http://www.nextbio.com), Gene Sensor Suite (GSS), or the causal reasoning engine (CRE). The NextBio software uses a modified form of the gene set enrichment algorithm to identify important pathways and other ontologies [43]. All analyses done with NextBio were done utilizing the default parameters. NextBio pathway analysis utilized the pathways compiled by the Broad Institutes gene set enrichment analysis (GSEA) application as part of their molecular signatures database, MSigDB [44]. Related tissues were identified from NextBio’s transcriptional profiles for over 6,000 publically available studies. The GSS application identifies significantly enriched pathways using Fisher’s exact test and corrected for multiple testing using Q-value [45,46]. GSS pathways were generated from Ingenuity pathways from October 2010 (Ingenuity® Systems (Redwood City, CA, USA), http://www.ingenuity.com). The CRE algorithm uses multiple statistical parameters to assess the similarity to upstream effectors and their downstream responses to interpret measured gene expression changes [47,48]. Simply stated, the CRE can be thought of as an enhanced type of gene set enrichment analysis (GSEA). Causal statements were curated from the biomedical literature (Ingenuity and Selventa knowledge bases) in the form of, X (increases or decreases) Y, such that X and Y are measured biological quantities. These quantities can consist of multiple types, including protein modifications, mRNA levels, biological processes and/or chemical compound treatments. The combined knowledge base is then interrogated with the microarray transcriptomic data to infer upstream events (called hypotheses). The CRE algorithm generates statistical stringency by employing two primary methods. First, enrichment of all possible transcripts for the hypothesis is measured, a method shared in common with GSS and GSEA. Second, the method of correctness of the hypothesis is calculated, and is simply the difference of having the correct direction minus the incorrect transcripts observed. There are two advantages in using these methods in the CRE. The first advantage is that it is a specific molecular interaction of the hypothesis that is being evaluated. Second, the directionality of the interaction within the hypothesis is retained by using the correctness parameter. *P*-values were generated and cutoffs were applied using the following filters: correctness *P*-value <0.05, enrichment *P*-value <0.05, minimum number of correctly explained gene expression changes ≥3, percent correctly explained gene expression changes ≥60%, ranking score <100. The hypotheses were deciphered and visualized using the Causal Reasoning Browser, a Java-based plugin for the open source biomolecular interaction viewer Cytoscape (http://www.cytoscape.org)[49].

### BDNF quantitation

Neurons were treated in 24-well plates with blank media or shRNA against luciferase, *Fmr1*, or *Mecp2* in randomized wells across two plates (n = 12 per condition). For protein analysis, neurons were lysed in 20 mM TrisHCl (pH 7), 137 mM NaCl, 1% NP40, 10% glycerol, 1 mM PMSF, 10 μg/mL aprotinin, 1 μg/mL leupeptin, and 0.5 mM sodium orthovanadate. Lysates were centrifuged at 14,000 × g for 30 minutes at 4°C. Supernatants were stored at −80°C until assay. BDNF levels were measured using a modified version of the Promega (Madison, WI, USA) BDNF Emax® Immunoassay system (G7611). Half-volume 96-well ELISA plates (Costar®; Corning, Lowell, MA, USA) were coated with 50 μl anti-BDNF mAb at 1:1000 dilution in 0.025 M sodium bicarbonate and 0.025 M sodium carbonate, sealed, and stored at 4°C overnight. Plates were washed four times with PBS containing 0.05% Tween20, then blocked for 2 hours at room temperature with 130 μl/well Promega blocking buffer (G3311). Samples and standards were prepared in blocking buffer (1:4 dilution), then loaded onto the plates (50 μl) following a wash step. Plates were sealed and stored at 4 °C. On the third day plates were washed and incubated with 50 μl/well anti-human BDNF pAb at 1:500 dilution in blocking buffer for 2 hours at room temperature. Plates were washed again and incubated with 50 μl anti-IgY horseradish peroxidase conjugate at 1:200 dilution in blocking buffer for 1 hour at room temperature. Following a final wash, 50 μl TMB solution was added to each well. The reaction was stopped with 1 N HCl after 10 minutes, and 450 nm optical densities were read on a Spectramax plate reader (Molecular Devices, Sunnyvale, CA, USA). Samples were interpolated off of a standard curve fit by a fourth order polynomial equation. Interpolated BDNF levels were normalized to total protein (DC Protein Assay Kit II, Bio-Rad, Hercules, CA, USA). GraphPad Prism 5.0 was used to perform the Kruskal-Wallis test followed by the Dunn test for multiple comparisons, to determine statistically significant changes (*P*-value <0.05).

## Results

### Confirmation of knockdown

Prior to transcriptomic analysis, individual RNA samples were confirmed for relative knockdown by quantitative RT-PCR. Average knockdown of replicate samples (Figure 1) for the candidate genes were as follows: *Mecp2* (86%), *Mef2a* (94%), *Mef2d* (89%), *Fmr1* (86%), *Nlgn1* (89%), *Nlgn3* (89%), *Pten* (95%) and *Shank3* (90%). Knockdown was normalized to a single untransduced cortical neuronal sample (detected message levels were relative to *Gapdh*). All individual samples showed at least a 75% knockdown of target gene expression providing high confidence that the pathways under investigation were being significantly perturbed. Additional experiments (Additional file 1: Figure S1) indicated that protein levels for all gene products were decreased in conjunction with lentiviral-mediated RNA knockdown in the primary neurons.

### Evaluation of differentially expressed genes

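RNA of cultured mouse cortical neurons was measured on Affymetrix arrays, which read each transcript with sets of short probes. The neurons came from embryos of day 16. Lentivirus with a short hairpin against luciferase, which serves as a control because mice have no luciferase gene, was given on day 2 in vitro for 6 hours at a multiplicity of infection of 3, and RNA was taken 14 days later. The arrays analysed here are those of 4 luciferase samples and of 3 untransduced samples, called blank; the arrays of the targeted hairpins were not analysed here. The methods describe quadruplicate cultures randomized over plates, of which 1 untransduced sample was left out by the authors for RNA quality, and they name no separate litters or culture days, so the p-values measure only the spread between these samples, which may be technical. The deposited values are RMA intensities on a linear scale: the authors corrected the background, made the distributions of the arrays alike and summarised the probes of each of 45101 probe sets. Which arrays were normalized together is not given in the sources used here. In the deposited table the blank columns stand 1 probe set lower than the luciferase columns, and they were moved up by 1 before any test; the log2 group means then had a Pearson r of 0.995 over the probe sets, against 0.421 as deposited and at most 0.421 with other moves of up to 3. After the filters of the paper's methods (no probe set with _x in its name, none under 50 on all arrays), 22748 probe sets were tested on the log2 scale with limma, as luciferase minus blank. The median level over these probe sets was 240.0, 241.3, 237.4 and 241.4 on the luciferase arrays and 223.6, 215.5 and 235.1 on the blank arrays. With no filter on level the order was reversed. The median was then 50.4, 50.7, 51.0 and 51.15 on the luciferase arrays and 52.5, 52.9 and 51.8 on the blank arrays. The number of arrays limits the precision; the median moderated SD of a probe set was 0.12 on the log2 scale.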

Expression values for each of the shRNA-targeted genes as determined by the Affymetrix GeneChips correlated well with values determined by RT-PCR (Figure 1 - Affymetrix data from shRNA-treated samples were compared to the untransfected control for purposes of the figure). 

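The luciferase neurons and the blank neurons formed separate groups of arrays. Over the tested probe sets, the log2 levels of pairs of luciferase arrays had a mean Pearson r of 0.9939 (SD 0.0012 over 6 pairs, from 0.9928 to 0.9958), and pairs of blank arrays had a mean of 0.9912 (SD 0.0037 over 3 pairs, from 0.9885 to 0.9954). Pairs of a luciferase and a blank array had a mean of 0.9827 (SD 0.0022 over 12 pairs), and the highest of these, 0.9852, lay below every pair within a group. Ward clustering on 1 minus r put the 4 luciferase arrays on 1 branch and the 3 blank arrays on the other. Of the blank arrays, replicate 7 had the lowest mean r with its own group, 0.9891. These correlations are across probe sets, which are not independent replicates, and no p is given for them.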

Hierarchical clustering of normalized data revealed tight correlation among biological replicates, with the exception of *Mef2a*, in which one sample was separated from the rest (Figure 2). *Pten* was the most distinct treatment group, lying in its own branch of the tree. The next most isolated treatment group was with *Mecp2* knockdown (Additional file 3: Table S2). These treatments produced the most numerous changes in gene expression amongst all the hairpins. The total number of probe sets identified as significantly different from the luciferase control (>1.5 fold at *P* <0.05) in each condition were as follows: *Fmr1* (2,395), *Mef2d* (2,736), *Mef2a* (1,059), *Mecp2* (3,967), *Nlgn1* (1,230), *Nlgn3* (2,224), *Pten* (3,653), and *Shank3* (1,445). 

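*Gal*, which encodes the neuropeptide galanin, rose 3.06-fold, from 84.99 ± 3.28 (SD, n = 3) in blank neurons to 260.9 ± 30.8 (SD, n = 4) in luciferase neurons (log2 change 1.61, standard error 0.098, adjusted p = 5.7e-05 from limma). *Oxtr*, the oxytocin receptor, rose 2.86-fold. *Glra3*, a subunit of the glycine receptor, rose from 26.1 ± 2.82 (SD, n = 3) to 103.7 ± 20.5 (SD, n = 4), and *Ddc*, the enzyme that makes dopamine and serotonin from their precursors, from 27.35 ± 2.65 (SD, n = 3) to 87.75 ± 13.9 (SD, n = 4); their blank levels lie under 50, so no fold is given. *Inhba*, which encodes a subunit of activin, fell from 429.7 ± 126 (SD, n = 3) to 123.9 ± 11.0 (SD, n = 4), with a log2 change of -1.75 (standard error 0.19, adjusted p = 5.8e-04 from limma). *Crh*, which encodes corticotropin-releasing hormone, fell from 89.99 ± 49.3 (SD, n = 3) to 28.8 ± 12.6 (SD, n = 4) with an adjusted p of 0.034 from limma; every luciferase array and blank replicate 6 lay under 50, so no fold is given. *Sumf1*, the enzyme that activates sulfatases, fell 2.71-fold, and *C9orf72*, a gene of autophagy and vesicle traffic, fell 2.47-fold. Of the 22748 probe sets, 953 passed an adjusted p of 0.05 with at least 1.5-fold; 659 were higher in luciferase neurons and 294 lower, which puts 69.15% on the higher side. With quantile normalization of the 7 arrays 58.57% were on the higher side, and with each array centred on its median 43.45%. The called probe sets with a single gene name belong to 719 genes, 504 higher and 215 lower. In 7918 of the 22748 tested probe sets every luciferase array lay on the same side of every blank array, where chance gives 5.714%; this held for 922 of the 953 called, which were picked by their difference on the same arrays. A list of 19 measured astrocyte genes had a median log2 change of 0.43 in the same comparison (camera, adjusted p = 1.2e-06, and 0.553 with an estimated correlation). The call of *Crh* is lost with trend and robust in eBayes, without luciferase replicate 3 or 4 and without blank replicate 5 or 7 (adjusted p from 0.0085 to 0.090 over the alternatives), and in *Glra3* luciferase replicate 3 stood apart from the other luciferase arrays.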

Comparison of the luciferase shRNA versus the untransduced control revealed the smallest number of significant changes - 997. As an early determination of the relevance of cell-culture knockdown to the known molecular biology of ASD, the current datasets were evaluated for enrichment in an ASD gene interactome established by Sakai *et al*. [20]. 

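Of the interactome genes in Table 3, *Necab3*, which encodes a calcium-binding protein, was 1.46-fold higher in luciferase neurons than in blank neurons (225.7 ± 18.8 against 154.4 ± 13.7, SD, n = 4 and 3; log2 change 0.55, standard error 0.093, adjusted p = 0.0044 from limma). *Nup62*, which encodes a nuclear pore protein, and *Myh10*, which encodes a non-muscle myosin, were higher too, by 0.44 and 0.40 on the log2 scale. *Sh3gl3*, which encodes an endophilin, was lower (811.1 ± 28.7 against 1194 ± 86.2, SD, n = 4 and 3; log2 change -0.56, standard error 0.077, adjusted p = 0.0018 from limma). *Cacna1c*, the pore-forming subunit of an L-type calcium channel, had a log2 change of -0.53 (standard error 0.13, adjusted p = 0.018 from limma), and *Nell1*, a secreted protein, one of -0.56 (standard error 0.14, adjusted p = 0.022 from limma). Of 35 measured genes, 11 were higher, 8 were lower and 16 did not pass the test (12 higher and 8 lower when adjusted over the list alone). These counts use the adjusted p alone, on the probe set that stands for each gene. The largest change among those that passed was 1.47-fold, in *Nell1*, which is under the 1.5-fold of the paper's calls. The study chose this list on comparisons with the same luciferase arrays, so these counts are not independent evidence of a direction. As a set, the list did not differ from the other genes (camera, adjusted p = 0.933, and 0.968 with an estimated correlation). *Ube3a*, a ubiquitin ligase, rose 1.76-fold on 1 probe set (adjusted p = 0.0027 from limma), but the probe set with the highest level gave a log2 change of 0.13 (adjusted p = 0.317 from limma). The number of higher members was 7 with no filter on level, 6 with quantile normalization and 4 with each array centred on its median, where 10 were lower. It was 5 without luciferase replicate 2, 6 without luciferase replicate 3 or blank replicate 5 and 4 without blank replicate 6, and the lower members were 5 without luciferase replicate 3 or blank replicate 5; *Nell1* no longer passed without luciferase replicate 3 or 4 (adjusted p = 0.053 and 0.051).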

Although the luciferase versus blank condition was not significantly enriched for genes in this interactome, *Fmr1*, *Mecp2*, *Mef2a*, *Mef2d*, *Nlgn1*, *Pten*, and *Shank3* shRNA transcriptomes all showed significant overlap (Table 3). The most frequently identified ASD interactome gene was *CAMK2A*, which was upregulated by *Fmr1* shRNA, but downregulated by all of the other ASD gene shRNA targets.

**Figure 2:**
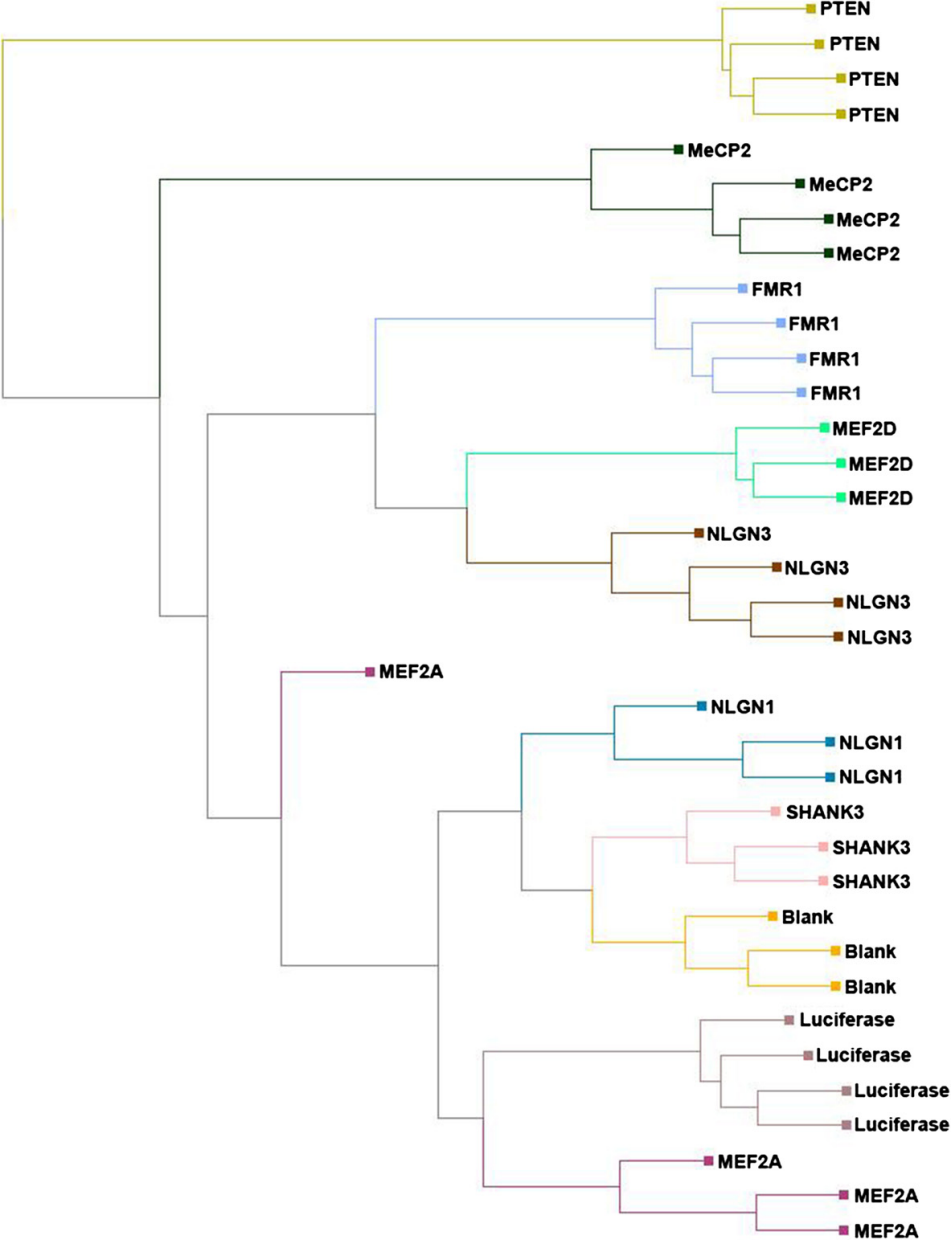
Hierachical clustering of intensity values from individual short-hairpin (sh)RNA knockdown experiments.

**Table 3:** Autism spectrum disorder interactome genes significantly altered by three or more shRNA treatments

**Gene**	**Gene description**	**Fold-change**							
		**Fmr1**	**Mecp2**	**Mef2a**	**Mef2d**	**Nlgn1**	**Nlgn3**	**Pten**	**Shank3**
*Camk2a*	Calcium/calmodulin-dependent protein kinase II alpha	1.69	−2.00	−1.81	−1.65	−1.85	−1.68	−2.53	−1.68
*Prmt1*	Protein arginine N-methyltransferase 1	1.55	2.32		2.02	1.65	2.17	1.79	2.06
*Cacna1c*	Calcium channel, voltage-dependent, L-type, alpha 1C subunit	1.68	1.75	1.69	1.90	1.64	1.67	2.23	
*Sh3gl3*	SH3-domain GRB2-like 3		1.59	1.70	1.62	1.59	1.63	1.84	1.56
*R3hdm1*	R3H domain 1 (binds single-stranded nucleic acids)	2.40	−2.09	−1.63	1.92		−1.65	−1.88	
*Tgfb1i1*	Transforming growth factor beta 1-induced transcript 1				−2.96	1.74	−3.19	2.48	
*Lims2*	LIM and senescent cell antigen-like domains 2		2.43		1.75			3.80	1.90
*Kif17*	Kinesin family member 17	−2.01	−2.13		−2.36		−1.70		
*Nkd2*	Naked cuticle 2 homolog (Drosophila)	−1.78	−2.12		−1.83		−1.77		
*Capn3*	Calpain 3		−1.65	1.53	2.98			−1.77	
*Nell1*	NEL-like 1 (chicken)	2.23	−1.85		−1.58	1.64			
*PYCR1*	Pyrroline-5-carboxylate reductase 1	−1.56	−2.81				−2.00	1.55	
*TBC1D9B*	TBC1 domain family, member 9B (with GRAM domain)	1.94	−2.08	1.57				1.50	
*Prr13*	Proline-rich 13	−1.81	−1.77		−1.71		−1.82		
*STK32C*	Serine/threonine kinase 32C		−1.89				−1.64	−1.69	−1.51
*DLGAP2*	Discs, large (Drosophila) homolog-associated protein 2	1.80		−1.60		−2.10			
*SOD1*	Superoxide dismutase 1, soluble			−1.64				−2.22	−1.69
*Dlgap1*	Discs, large (Drosophila) homolog-associated protein 1	1.91			−2.45			−1.86	
*MBD2*	Methyl-CpG binding domain protein 2			−1.94			−1.58		−1.55
*FBLN5*	Fibulin 5	1.52	2.15					2.69	
*Sertad1*	SERTA domain-containing 1				−1.67		−1.95		−1.69
*Bhlhe40*	Basic helix-loop-helix family, member e40		−2.28		−1.85		−1.74		
*Slit2*	Slit homolog 2 (Drosophila)		−1.68		−2.43			−2.09	
*Actn2*	Actinin alpha 2		−2.64		−1.53		−1.65		
*Ube3a*	Ubiquitin protein ligase E3A		−2.48		−1.52				−1.53
*Slc13a3*	Solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 3				2.32		1.56	−1.60	
*NOMO1*	NODAL modulator 1			1.64				1.53	1.54
*RALBP1*	RalA binding protein 1	1.65		1.52				1.73	
*MYH10*	Myosin, heavy chain 10, non-muscle	−2.12	−1.78					−1.53	
*HMG20A*	High-mobility group 20A		1.68	1.59				1.76	
*BAIAP2*	BAI1-associated protein 2					−1.51	−1.73	−1.55	
*Fxr1*	Fragile X mental retardation gene 1, autosomal homolog	1.61	1.56		1.99				
*Lingo1*	Leucine-rich repeat and Ig domain-containing 1				−1.56			−1.73	−1.57
*Nup62*	Nucleoporin 62	−1.54			−1.59		−1.70		
*Notch2*	Notch gene homolog 2 (Drosophila)		1.69		1.52			−2.06	
*EML1*	Echinoderm microtubule-associated protein-like 1	−1.64	1.72					−1.72	
*NECAB3*	N-terminal EF-hand calcium-binding protein 3		−1.79				−1.52	−1.75	
*Tcf25*	Transcription factor 25 (basic helix-loop-helix)				−1.51		−1.69	−1.54	

### NextBio detection of related transcriptional profiles

The Nextbio database allows for comparison of transcriptional profiles between datasets and transcriptional profiles for over 6,000 publically available studies. The most highly correlated datasets for any of the ASD gene shRNA profiles were other ASD shRNA profiles from this experiment. As a control, the *Mef2a* and *Mef2d* profiles were compared against a published study in which the same hippocampal neurons were transduced with both *Mef2a* and *Mef2d*[32]. The published study showed significant positive correlation with the present *Mef2a* and *Mef2d* datasets, with 107 genes in common with *Mef2a* profile and 283 genes in common with the *Mef2d*. Similarly, a comparison with microarray analysis of cortex from *Mecp2* knockout mice showed significant overlap with this *Mecp2* shRNA transcriptional profile (445 genes in common, *P* = 1 × 10^-8^) [6]. The most highly correlated publically available transcriptional profiles for the remaining ASD-related genes came from comparisons of mouse brains at various postnatal ages to embryonic day 14.5 [50] or up to birth [51]. A time course of primary mouse hippocampal neurons *in vitro*[52] was also correlated with all shRNA treatments (data not shown). All of these developmental datasets showed significant inverse correlation with all shRNA treatments, including luciferase. Given the number of activity-dependent genes affected by shRNA treatment, the correlations with developmental datasets suggest that lentiviral gene delivery may have nonspecifically altered the development of the mouse neurons. Therefore, care was taken to subtract any changes observed in the lentiviral-treated cells from the other datasets for all analyses in an attempt to minimize the impact of this potential artifact.

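Several genes that neurons switch on with electrical activity were lower in luciferase neurons than in blank neurons. *Fos*, the classic immediate early gene, stood at 984.1 ± 283 (SD, n = 4) against 2021 ± 195 (SD, n = 3), a log2 change of -1.08 (standard error 0.21, adjusted p = 0.0070 from limma). *Nr4a1*, an orphan nuclear receptor of the same early response, fell from 736.0 ± 32.0 (SD, n = 3) to 363.7 ± 68.4 (SD, n = 4), and *Npas4* and *Arc*, an activity-dependent transcription factor and a regulator of AMPA receptors, had log2 changes of -1.06 and -0.76. Of 40 listed activity-dependent genes, all measured, 21 were lower, 2 were higher and 17 did not pass the test (25 lower and 2 higher when adjusted over the list alone). The higher members were *Jun*, which encodes a partner of FOS in the AP-1 factor, with a log2 change of 0.82, and *Btg2*, which encodes an antiproliferative protein, with 0.42. The list was lower than the other genes by camera (adjusted p = 8.8e-12), and its adjusted p was 0.553 with an estimated correlation. Among 28 measured genes of mature neurons, 5 were higher, 7 were lower and 16 did not pass the test (6 higher and 7 lower when adjusted over the list alone). The neurofilament genes *Nefl* and *Nefm* fell by 0.80 and 0.66 on the log2 scale, as did *Rgs4*, a regulator of G-protein signaling, by 0.66, while *Nrgn*, which encodes a calmodulin-binding protein of dendrites, rose by 0.46. Of 30 genes of immature neurons, 3 were higher, 4 were lower and 23 did not pass the test (3 and 4 when adjusted over the list alone). *Neurod6* and *Nrep* fell by 0.68 and 0.60 on the log2 scale, and *Tbr1*, a transcription factor of deep-layer neurons, rose by 0.61. The number of lower mature neuron genes was 4 without luciferase replicate 1 or 3 and 11 with each array centred on its median. Neither list differed from the other genes by camera (adjusted p = 0.243 for mature and 0.391 for immature neuron genes). *Gfap*, a marker of astrocytes, rose 2.28-fold in the same arrays. From the activity-dependent genes and the correlations with developmental data, the paper proposes that delivery by lentivirus may have changed the development of the neurons in a nonspecific way.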

### Pathway analysis

NextBio analysis of the MSigDB pathways yielded a large number of canonical pathways significantly enriched in one or more treatment group. Three of these pathways were significantly enriched in the luciferase versus blank comparison but not in any other dataset. In addition, the luciferase versus blank dataset yielded a number of pathways in common with other shRNA datasets. These pathways were considered nonspecific and excluded from further analysis. After excluding these pathways, 256 canonical pathways were significantly enriched in one or more treatment groups. Many of these pathways were affected by more than one condition; 26 pathways were significantly enriched by 5 or more ASD shRNA datasets and the top 15 most conserved are shown in Table 4. The most frequently enriched pathway was the *Neurotrophic tyrosine kinase receptor type 1(TrkA)* receptor pathway, in which all datasets had a significant number of downregulated genes except *Pten*, which had a significant number of upregulated genes. Other pathways affected by multiple ASD gene shRNA targets included signaling pathways related to additional genes implicated in ASD, such as *Neuregulin*, *Mammalian Target Of Rapamycin* (*mTOR*), and *Reelin*.

**Table 4:** Canonical pathways in NextBio that were significantly enriched following ASD gene-targeted shRNA constructs, but not affected by luciferase shRNA

	**ASD gene count**	**Fmr1**		**Mecp2**		**Mef2a**		**Mef2d**		**Nlgn1**		**Nlgn3**		**Pten**		**Shank3**	
**Biogroup**		**Up**	**Down**	**Up**	**Down**	**Up**	**Down**	**Up**	**down**	**Up**	**Down**	**Up**	**Down**	**Up**	**Down**	**Up**	**Down**
TrkA receptor	8		2		4		2		2		2		3	3			2
Erythropoietin-mediated neuroprotection through NFKB	7	3	2		3		3		1		2		1	3			
PGC1A pathway	7				8		5		7		3		4		9		4
Long-term potentiation	7	8			18		5		15	3					16		6
Cell adhesion molecules (CAMs)	7			10	14		8		13		8		11	13	12		10
G2 and M phases	7		1		1		1	1	1		1		2	3			
P53 HYPOXIA pathway	7		3		3		3		3		2		3	6			
Biosynthesis of steroids	6		8		5				3	2			5		4		
Arginine and proline metabolism	6		8		9	1			8				8	5			
Antigen processing and presentation	6				9		3		6		3		10				4
BAD pathway	6		3				3		4	2		2					2
Neuroregulin receptor degredation protein-1 controls ERBB3 receptor recycling	6			1		1		1		1		1				1	
Eicosanoid synthesis	6						1		1		1		1	3			2
Phosphatidylinositol signaling system	5	10			17						6		11		10		
Vitamin B6 metabolism	5	1			3			1	1			1	2		1		

ASD gene count, number of conditions in which the pathway was significantly affected (that is, the number of different shRNAs that altered that particular pathway); Up, numbers of member genes altered in each pathway at least 1.5-fold broken out by positive fold-changes; Down, numbers of member genes altered in each pathway at least 1.5-fold broken out by negative fold-changes; ASD, autism spectrum disorder; NFKB, Nuclear factor KB; TrkA, Neurotrophic tyrosine kinase receptor type 1; PGC1A, Peroxisome proliferator-activated receptor gamma coactivator 1-A ERBB3, Receptor tyrosine-protein kinase erbB-3.

GenSensor analysis of the Ingenuity pathways resulted in 114 canonical pathways which were significantly over-represented in one or more of the ASD shRNA treatment groups. The top fifteen most conserved pathways are show in Table 5 (see Additional file 4: Table S3 for the complete list). In the pathways found only in the ASD shRNA treated samples, there are a number of pathways related to neuronal signaling, in particular to cyclic AMP signaling. Thirteen of these pathways were significantly enriched in the luciferase versus blank comparison (yellow highlighted). These pathways may indicate general effects of the shRNA delivery system on the neuron cell culture. However, because GSS does not consider the magnitude of gene expression change, these results do not preclude real treatment-related effects on these pathways above the background levels induced by the lentivirus. 

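Several genes of axon guidance were higher in luciferase neurons. *Epha6*, an ephrin receptor, was higher by 0.77 on the log2 scale (126.7 ± 21.9 against 73.9 ± 11.6, SD, n = 4 and 3; adjusted p = 0.0069 from limma). *Plxnc1*, a semaphorin receptor, rose from 1893 ± 119 (SD, n = 3) to 3119 ± 163 (SD, n = 4), while *Sema7a*, a semaphorin that PLXNC1 binds, fell from 451.1 ± 61.8 (SD, n = 3) to 244.9 ± 5.28 (SD, n = 4). *Sema5a* rose by 0.70 and *Cxcl12*, a chemokine that guides migrating neurons, by 0.66 on the log2 scale, and *Dcc*, a netrin receptor, fell by 0.47. Of 65 measured genes of axon guidance, 21 were higher, 4 were lower and 40 did not pass the test (21 and 4 when adjusted over the list alone). By camera the list did not differ from the other genes (adjusted p = 0.243, and 0.768 with an estimated correlation); with no filter on level it was higher (adjusted p = 0.019, in a range from 0.019 to 0.768 over the alternatives). In calcium signaling, 6 of 42 measured genes were higher, 5 were lower and 31 did not pass the test (7 and 6 when adjusted over the list alone; camera, adjusted p = 0.933). The lower ones include *Nfatc2*, a transcription factor that calcineurin activates, which fell by 0.81, *Cacna1a*, a P/Q-type calcium channel, which fell by 0.75, and *Camkk2*, a kinase that calmodulin activates, which fell by 0.72 on the log2 scale. In cAMP and ERK signaling, 7 of 43 measured genes were higher, 3 were lower and 33 did not pass the test (7 and 3 when adjusted over the list alone; camera, adjusted p = 0.933). *Adcy7*, an adenylate cyclase, rose 2.72-fold and *Pde1a*, a phosphodiesterase, 1.57-fold. In the same arrays 13 of 19 measured astrocyte genes were higher. The paper's own pathway table for this comparison counts 33 of 382 genes in axonal guidance signaling, 21 of 187 in ephrin receptor signaling and 18 of 188 in calcium signaling. By its methods those genes also had to change at least 1.5-fold, while the list counts here use the adjusted p alone. At any fold, 5568 of the 22748 tested probe sets passed, so the 2 kinds of count cannot be compared. The number of higher axon guidance genes was 12 with each array centred on its median, 13 without luciferase replicate 1, 3 or 4 and 10 without blank replicate 5 or 6. That of higher calcium signaling genes was 2 without luciferase replicate 3, 3 without blank replicate 5 or 6 and with each array centred, and 14 with array weights; that of higher cAMP and ERK genes was 3 without blank replicate 5 or 6 and 14 with array weights.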

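Markers of astrocytes and several genes of the p53 and interferon responses were higher in luciferase neurons. *Gfap*, an intermediate filament of astrocytes, stood at 981.3 ± 88.8 (SD, n = 4) against 434.7 ± 77.6 (SD, n = 3), and *Aldh1l1*, a folate enzyme of astrocytes, and *Aqp4*, a water channel of their end feet, rose 1.82-fold and 1.77-fold. *Slc1a2*, the main glutamate transporter of astrocytes, rose by 0.51 on the log2 scale. Of 19 measured astrocyte genes, 13 were higher, none was lower and 6 did not pass the test in limma (19 higher when adjusted over the list alone); camera gave an adjusted p of 1.2e-06, and 0.553 with an estimated correlation. Markers of other cell types did not share this direction: of 4 measured microglia genes 0 were higher and 1 was lower (*Laptm5*), of 11 oligodendrocyte genes 1 was higher (*Mbp*) and 1 lower (*Mag*), and of 10 vascular and meningeal genes 1 was higher (*Pdgfrb*) and 3 were lower (*Dcn*, *Flt1* and *Col1a2*). Over each of these lists alone, 0 and 1, 1 and 0, and 1 and 3 members were higher and lower when adjusted over the list alone, and camera gave adjusted p of 0.106, 0.411 and 0.106. Among genes of the p53 and DNA damage response, *Pmaip1*, which encodes the proapoptotic protein NOXA, rose 1.73-fold, *Trp53inp1*, a stress protein that p53 induces, 1.57-fold, and *Ddit4l*, an inhibitor of mTOR signaling, 1.94-fold. *Cdkn1a*, the p53 target that arrests the cell cycle, had a log2 change of 0.30 (standard error 0.16, adjusted p = 0.191 from limma), and *Mdm2*, which encodes the ligase that degrades p53, one of 0.062 (standard error 0.087, adjusted p = 0.623 from limma). Of 22 measured genes, 14 were higher, 2 were lower (*Zmat3* and *Plk3*) and 6 did not pass the test (14 and 2 when adjusted over the list alone); camera gave an adjusted p of 0.012, and 0.768 with an estimated correlation. Of 23 measured genes of the interferon response, 7 were higher, 2 were lower (*Oas1a* and *Oasl1*) and 14 did not pass the test (7 and 3 when adjusted over the list alone; camera, adjusted p = 0.243). The log2 changes were -0.37 for *Oas1a* (adjusted p = 0.013 from limma) and -0.36 for *Oasl1* (adjusted p = 0.037 from limma). The mean level of *Oasl1* lay under 50 in both groups. *H2-D1*, a class I histocompatibility gene, rose from 43.65 ± 2.89 (SD, n = 3) to 102.4 ± 12.8 (SD, n = 4), and *Ifit2*, an antiviral gene, rose 1.75-fold. *Trim25*, a ligase that activates the viral RNA sensor RIG-I, rose from 16.7 ± 0.564 (SD, n = 3) to 40.9 ± 7.98 (SD, n = 4), where luciferase replicate 4 stood apart and was the 1 array above 50. In inflammation and NF-kB signaling, 2 of 14 measured genes were higher (*Cebpd* and *Vcam1*), 3 were lower and 9 did not pass the test (2 and 5 when adjusted over the list alone; camera, adjusted p = 0.118). In the ER stress and amino acid response, 5 of 22 measured genes were higher, 1 was lower (*Slc3a2*, by 0.48 on the log2 scale) and 16 did not pass the test (5 and 1 when adjusted over the list alone; camera, adjusted p = 0.748). The number of higher ER stress genes was 0 without blank replicate 6, 1 without luciferase replicate 1 or 2 and 2 without luciferase replicate 3 or 4 or blank replicate 5; it was 1 with no filter on level and with each array centred on its median, 2 with quantile normalization and 3 with the mean of a gene's probe sets. *Mag* no longer passed with no filter on level, with quantile normalization, with trend and robust in eBayes and without luciferase replicate 2, 3 or 4 or blank replicate 5 or 6 (adjusted p from 0.030 to 0.153 over the alternatives), nor did *Mbp* without blank replicate 6 or *Col1a2* without luciferase replicate 2 or 4 or blank replicate 5 or 6. The higher oligodendrocyte genes were 0 without luciferase replicate 4 or blank replicate 6. The lower microglia genes were 2 without blank replicate 6 and fell as low as 0 among the alternatives that kept every array. The number of higher interferon genes was 4 with a level of at least 100 on 1 array and 3 with at least 50 on every array, and under both filters the lower inflammation genes were 0 in limma and the lower vascular genes 1. The number of higher p53 genes was 8 without luciferase replicate 1 or 2, 9 without luciferase replicate 3 and 7 without blank replicate 5 or 6, and the call of *Pmaip1* is lost without either of these blank replicates.

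**Figure D2:**
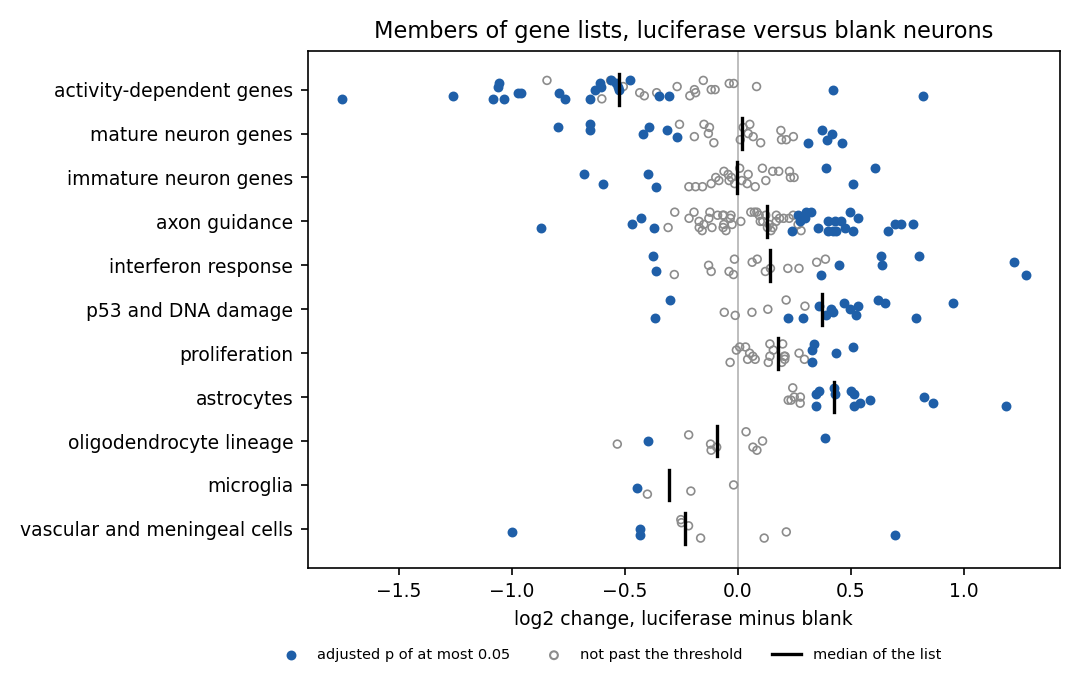
Log2 change between luciferase and blank neurons of each measured member of 11 gene lists; filled points passed an adjusted p of 0.05, open points did not, and the black bar is the median of the list. The astrocyte genes lie to the right of 0 (median 0.43) and the activity-dependent genes mostly to the left (median -0.53).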

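Genes that bind and convert retinoids moved both ways between luciferase and blank neurons. *Crabp1*, a carrier of retinoic acid in the cytoplasm, rose 3.16-fold, from 69.0 ± 11.5 (SD, n = 3) to 216.5 ± 9.72 (SD, n = 4), with an adjusted p of 6.7e-05 from limma. *Aldh1a7*, an aldehyde dehydrogenase related to the retinal dehydrogenases, was higher too, at 51.7 ± 4.73 (SD, n = 4) against a blank level under 50, 24.7 ± 1.57 (SD, n = 3). *Cyp26a1*, which degrades retinoic acid, had a log2 change of -0.37 (standard error 0.081, adjusted p = 0.012 from limma). Of 20 measured genes of retinoid metabolism, 3 were higher, 2 were lower and 15 did not pass the test (3 and 2 when adjusted over the list alone; camera, adjusted p = 0.734). Of the list of UDP-glucuronosyltransferases, the 1 member with a measured probe set of its own was *Ugt8a*, which encodes a galactosyltransferase of myelin lipids, and it did not pass the test (log2 change 0.11, adjusted p = 0.485 from limma; no member when adjusted over the list alone). A single probe set annotated to 8 genes of the *Ugt1a* cluster, whose enzymes attach glucuronic acid to steroids, retinoids and drugs, was called, at 81.5 ± 21.2 (SD, n = 4) against 51.7 ± 10.3 (SD, n = 3) (log2 change 0.64, standard error 0.19, adjusted p = 0.037 from limma). Another probe set annotated to 8 genes of the cluster had a log2 change of -0.13 (standard error 0.099, adjusted p = 0.359 from limma). The paper's own pathway table for this comparison counts 10 of 40 genes in retinol metabolism, 10 of 41 in pentose and glucuronate interconversions, 12 of 80 in starch and sucrose metabolism and 10 of 73 in androgen and estrogen metabolism. By its methods those genes also had to change at least 1.5-fold, which the list counts here do not require. In alternatives chosen after seeing the data, the call of the shared probe set is lost with each array centred on its median, on the scale log2(value + 16), and without luciferase replicate 2, 3 or 4 or blank replicate 5 or 6 (adjusted p from 0.012 to 0.130 over the alternatives).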

Only two pathways were found to be enriched solely in the luciferase versus blank comparison.

**Table 5:** Ingenuity pathways that were significantly enriched in multiple ASD short-hairpin (sh)RNA knockdown experiments

**Description**	**Blank pathway ranking**	**Fmr1 pathway ranking**	**Mef2a pathway ranking**	**Mef2d pathway ranking**	**Mecp2 pathway ranking**	**Nlgn1 pathway ranking**	**Nlgn3 pathway ranking**	**Pten pathway ranking**	**Shank3 pathway ranking**	**Pathway count**	**Average ranking**
*Axonal guidance signaling*	*4*	*1*	*16*	*2*	*1*	*2*	*1*	*4*	*1*	*8*	*3.50*
*Molecular mechanisms of cancer*	*6*	*5*	*2*	*11*	*6*	*1*	*2*	*1*	*6*	*8*	*4.25*
*Breast cancer regulation by stathmin1*	*13*	*8*	*1*	*8*	*4*	*3*	*5*	*2*		*7*	*4.43*
*G-protein coupled receptor signaling*		*2*	*10*	*5*	*8*			*9*		*5*	*6.80*
Protein kinase A signaling		6		18	2		14	3		5	8.60
Huntington’s disease signaling			23	1	37			22	3	5	17.20
*Corticotropin-releasing hormone signaling*			*4*	*9*	*31*		*7*	*36*		*5*	*17.40*
Calcium signaling	8		15	12	44			43	11	5	25.00
Amyotrophic lateral sclerosis signaling		4		15	66			41	7	5	26.60
Synaptic long-term potentiation			5	6	5			6		4	5.50
cAMP-mediated signaling			8	7	3			7		4	6.25
GNRH signaling			6	20	9			13		4	12.00
*Neuropathic pain signaling in dorsal horn neurons*		*7*	*21*	*3*				*18*		*4*	*12.25*
Neuroprotective role of THOP1 in Alzheimer’s disease	7	23	19			4	6			4	13.00
Role of NFAT in cardiac hypertrophy				17	7		9	19		4	13.00

Numbers are odds ranking of the pathways in each shRNA experiment. All pathways were sorted by number of shRNA experiments in which they appear (high to low) followed by average ranking in experiments (low to high). Italicized pathways were also enriched in the luciferase control experiment. GNRH, gonadotrophin-releasing hormone; THOP, Thimet oligopeptidase 1; NFAT, Nuclear factor of activated T-cells.

### Causal reasoning engine - molecular network inferences

CRE analysis yielded a large number of causal hypotheses for each ASD shRNA treatment group. The rank order for the hypotheses was as follows: *Mecp2* (218) >*Mef2d* (216) >*Nlgn3* (174) >*Mef2a* (170) >*Nlgn1* (151) >*Shank3* (82) >*Fmr1* (45) >*Pten* (12). The top fifteen hypotheses shared between the highest number of experiments is shown in Figure 3 (See Additional file 5: Table S4 for the complete list). There was no hypothesis that was seen in all eight experimental conditions and not in the blank. Looking at the experiments broadly, two groups emerge based on the conservation. *Mecp2*, *Mef2d*, *Nlgn3*, *Mef2a*, *Nlgn1* and *Shank3* share similar hypotheses and were more dynamic, generating 3 to 5 times more hypotheses. In contrast, the same hypotheses are not seen being implicated for the *Fmr1* and *Pten* experiments, with the latter experiment appearing quite different than the rest. The predicted hypotheses are overwhelmingly downregulated, with 86% (230 of 268) with the respective order of contribution being 87% (*Mecp2*), 89% (*Mef2d*), 84% (*Nlgn3*), 86% (*Mef2a*), 87% (*Mef2a*), 76% (*Nlgn1*), and 79% (*Fmr1*); *Pten* again is the exception with only 58%. Figure 4 is a composite of the most conserved hypotheses generated by CRE for the seven concordant treatment groups. Recurring hypotheses are highlighted with circles. The central hubs of the network are cyclic AMP and the extracellular signal-regulated kinase (ERK)1/2 family, which are directly connected to seven and eight primary hypotheses respectively.

**Figure 3:**
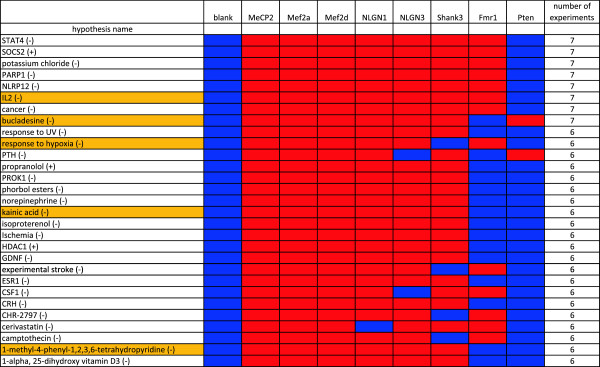
**Diverse set of ASD-associated genes produce similar pathway-level perturbations when knocked down.** A total of 269 hypotheses were observed in at least three of the experiments and not in the blank. Only the hypotheses that were observed in at least 6 of the treatment conditions are included in the figure (red squares indicate that the hypothesis was identified for that experimental condition). Additional file 5: Table S4 list contains a full list of the 269 hypotheses. The notation (+) indicates the hypothesis is predicted to be upregulated, and (−) indicates it is predicted to be downregulated. Names highlighted in orange are part of the molecular interaction network (Figure 4).

**Figure 4:**
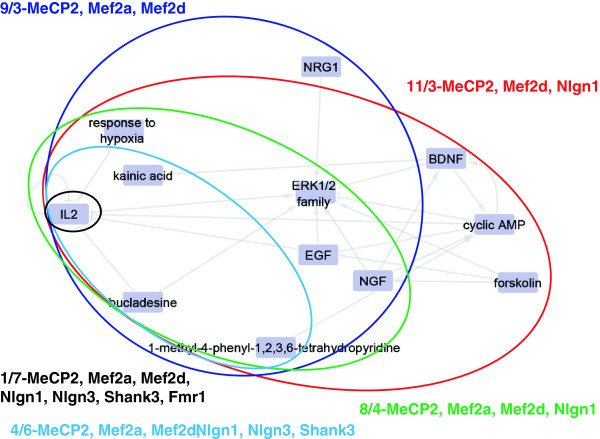
**Multiple causal reasoning engine (CRE)-predicted hypotheses collapse into a molecular interaction network.** The edges of the connections represent the information linking the nodes, for example, a PubMed reference for the interaction. The hypotheses are colored based on the direction of regulation: blue nodes are predicted down, whereas yellow are predicted up. Circled regions indicate significant hypotheses seen in different short-hairpin (sh)RNA experiments: red - *Myocyte enhancer factor* (*Mef*)*2d*, *Methyl-CpG binding protein* (*Mecp*)-*2*, *Neuroligin* (*Nlgn1*); blue - *Mef2a, Mef2d*, *Mecp2*; green - *Mef2a Mef2d*, *Mecp2*, *Ngln1*; light blue - *Mecp2*, *Mef2a*, *Mef2d*, *Nlgn1*, *Nlgn3*, *SH3 and multiple ankyrin repeat domains* (*Shank*)*3;* black - *Mecp2*, *Mef2a*, *Mef2d*, *Nlgn1*, *Nlgn3*, *Shank3*, *Fragile X mental retardation* (*Fmr*)*1* (IL2-hypothesis).

### Confirmation of BDNF protein response

Given that multiple hypotheses predicted from multiple target-knockdown datasets converge on *Bdnf*, regulation of *Bdnf* could play a central role in ASD pathobiology. In order to confirm that these predicted changes in BDNF were accurate and that the transcriptional changes measured translated to the protein level, the two shRNA conditions in which *Bdnf* mRNA was most robustly altered (*Fmr1* and *Mecp2*) were evaluated for impacts on BDNF protein. Neurons were treated in the same manner as for the microarray study, and lysates were harvested and analyzed by ELISA for BDNF. As predicted by mRNA levels, the luciferase shRNA construct alone significantly lowered BDNF (*P*-value <0.05) (Figure 5). 

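*Bdnf* mRNA, which encodes a neurotrophin that neurons make with activity, was lower in luciferase neurons on both of its probe sets. On the probe set with the higher level it stood at 841.2 ± 229 (SD, n = 4) in luciferase neurons and 1613 ± 357 (SD, n = 3) in blank neurons, a log2 change of -0.96 (standard error 0.23, adjusted p = 0.016 from limma). The other probe set gave 381.9 ± 104 (SD, n = 4) and 682.6 ± 67.9 (SD, n = 3), a log2 change of -0.88 (standard error 0.20, adjusted p = 0.015 from limma). On both probe sets every luciferase array lay below every blank array (two-sided exact permutation test of the log2 levels, p = 0.057, where the smallest that 4 arrays against 3 allow is 0.029). Taken as the mean of both probe sets on the log2 scale, blank neurons had 189% of the level of luciferase neurons, which matches the mRNA value printed for blank neurons in Figure 5, and the first probe set alone gave 194%. Of 13 measured genes of neurotrophins and their receptors, 2 were higher, 2 were lower and 9 did not pass the test (2 and 3 when adjusted over the list alone; camera, adjusted p = 0.411). *Ntrk3*, the receptor of neurotrophin-3, and *Kidins220*, a scaffold of Trk receptors, were higher by 0.38 and 0.40 on the log2 scale, and *Frs3*, an adaptor of Trk receptors, fell by 0.35, with luciferase replicate 3 apart from the other luciferase arrays. Without blank replicate 5 the change of the first probe set was -0.83 with an adjusted p of 0.058 from limma (0.0020 to 0.058 over the alternatives), and the other probe set had an adjusted p of 0.052.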

*Mecp2* shRNA further reduced BDNF levels, while *Fmr1* shRNA significantly increased BDNF levels relative to luciferase shRNA (*P*-value <0.05).

**Figure 5:**
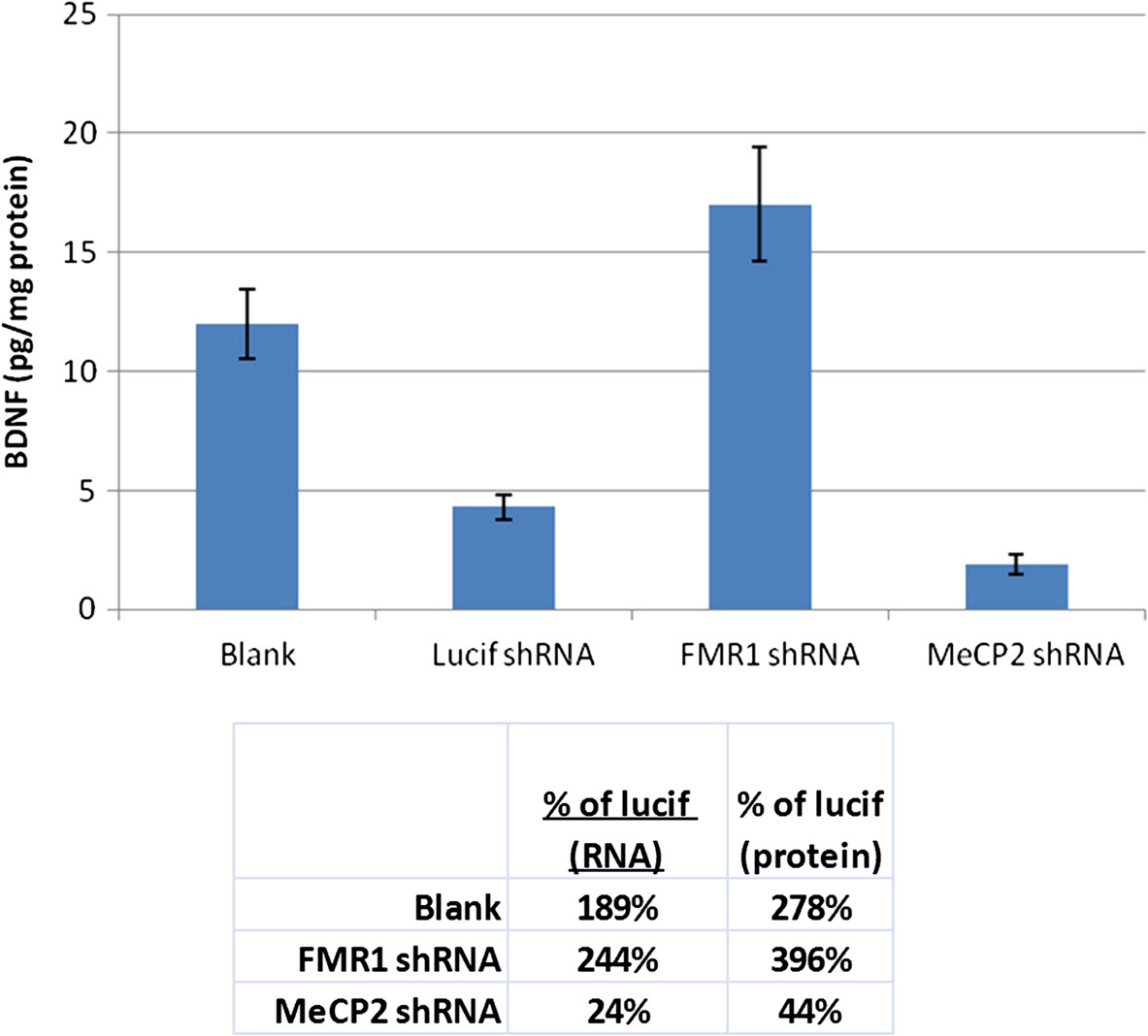
**Measurement of BDNF protein levels in 14-days-*in vitro *mouse cortical neurons following transduction with short-hairpin (sh)RNA constructs for luciferase (non-mammalian control), *Fragile X mental retardation*(*Fmr1*), *Methyl-CpG binding protein*(*Mecp2*) or non-transduced neurons (blank).** Values for mRNA and protein as % of luciferase control shRNA are shown in the table on the right (n = 12 per group).

## Discussion

ASD is a neurological disorder with a strong genetic component that has been linked to a number of gene defects. These genes have a broad range of activities, ranging from membrane receptors and scaffold proteins to metabolic regulators and transcription factors [25,35]. Despite this diversity, ASD patients manifest with similar behavioral and neuronal phenotypes, albeit with different severities. This commonality of neurological phenotype suggests that the genetic defects may act through a limited set of pathways. In this report, we employed shRNA knockdown of eight ASD relevant genes in neuronal culture to explore the downstream effects and identify common pathways or transcriptional signatures.

Following microarray analysis of all samples, we performed cluster analysis on the intensity values. As expected, samples clustered by treatment group, demonstrating an overall consistency and quality of the knockdown experiment and subsequent gene expression quantitation. It also illustrates the distinctiveness of the downstream expression effects of knockdown of individual genes. Knockdown of *Pten* and *Mecp2* had the most dramatic effects on gene expression. Given *Pten*’s broad role in numerous cellular processes and *Mecp2*’s role as a transcription factor, these results were not unexpected. For example, mutations in *Pten* have been linked not only to ASD but also cancer and diabetes [53,54]. Fragile X mental retardation protein (FMRP), the protein product of *Fmr1*, has been shown to interact with a larger number of target proteins in relation to dendritic control of translation. A list of FMRP target proteins showed significant enrichment in the transcriptional profiles of shRNA for not only *Fmr1*, but also *Mecp2*, *Pten*, *Shank3*, *Nlgn1* and *Nlgn3*[25]. We further compared the genes affected in one or more knockdown experiments to a list of ASD interactome genes [20]. This comparison indicated that knockdown of the eight ASD genes resulted in changes to a significant number of ASD interactome genes and the genes affected by the luciferase shRNA condition had little overlap with the ASD genes (Table 3). This control comparison is important, as other groups have reported nonspecific adverse effects of other shRNA and siRNA constructs [55,56]. The luciferase shRNA versus untransduced comparison yielded almost 1,000 differentially expressed transcripts, with an impact on BDNF measured at the protein level. Thus, by identifying the changes in the luciferase shRNA versus untransduced experiments and subtracting those, the subsequent pathway analyses could focus on pathways that were specifically targeted by knockdown of the ASD-relevant genes and not identify artifacts of the transduction.

We next analyzed the gene lists from the shRNA experiments by two pathway analysis approaches to obtain different perspectives on the data. The most prominent pathways revealed through analysis with NextBio were a number of pathways related to neurologic signaling and function (Table 4). Secondarily, NextBio indicated that several pathways involved general cellular metabolism and growth were also affected. One prominent pathway, the Peroxisome proliferator-activated receptor gamma coactivator 1-A (PGC1A) pathway, is based on the MSigDB’s version of BioCarta’s pathway and contains *Mef2A* and several calcium-dependent kinases, which show gene expression changes in all shRNA experiments. One aspect of the NextBio analysis is that directionality of change (that is, upregulated or downregulated) is reported. The majority of the pathways are downregulated with ASD shRNA knockdown, suggesting that the genes we chose for this work are needed for the expression of these pathways and thereby their activity. Pathway analysis with GenSensor also identified a number of pathways related to neuronal signaling and function (Table 5). As with the NextBio analysis, several growth and metabolism pathways were also affected.

During an examination of the individual pathways identified by the two pathway analysis methods, we noted a recurring involvement of the mitogen-activated protein kinase kinase (MEK)/ERK signaling pathway. These effects would occur either directly through a kinase signaling cascade (downstream of BDNF/TRK) or via cAMP (as in the case of the dopamine and serotonin G-protein coupled receptors). To further investigate this potential commonality, we employed CRE analysis to identify potential underlying mechanisms (CRE hypotheses) in the shRNA datasets. Unlike pathway analysis, which identifies pathways with altered gene expression, CRE analysis predicts potential mechanisms behind gene changes based on the concordance of the number of genes that change expression, and the directionality of that change [47]. The results of CRE analysis are interlinked hypotheses of potential driving mechanisms or experimental treatments that exhibit similar gene changes. It is interesting that three of the eight most conserved hypotheses have a biological function suggestive of growth and/or immune function, suggesting similar driving mechanisms (Figure 3). Likewise, there are highly conserved hypotheses involved with neurogenesis, synaptic activity and differentiation, as expected, although not mutually exclusive. Choosing the *Mef2d* experiment as a representative of the six most conserved shRNA treatments, the top ranking clusters can be connected as a molecular interaction map with (Figure 4), cyclic AMP and ERK serving as dual hubs of the network directly connecting seven and eight related hypotheses respectively. Three of the experiments, *Mecp2*, *Mef2d*, and *Nlgn1*, shared 11 of the 12 hypotheses in the network. As more experiments are included, the shared number of hypotheses decreases, for example, the light blue grouping of six experiments including *Shank3* is based on four hypotheses.

In addition to this work, other work directly or indirectly supports a role for ERK signaling in the development of ASD. For example, maternal use of one of several different classes of drugs relevant to ERK modulation has been reported to increase the risk of having children born with ASD [57]. Cocaine use during pregnancy has been reported to increase the rate of autism by 11%. Cocaine use has also been shown to alter dopamine-induced phosphorylation of ERK via cAMP [58,59]. Recently, Hoffmann *et al*. showed that chronic cocaine use in rats can lead to attenuated ERK signaling [60]. Chronic maternal cocaine use might thereby attenuate ERK signaling in the fetus. Similarly, mothers taking valproic acid, an inhibitor of gamma-aminobutyric acid (GABA) function, have been demonstrated to have an increased risk of have children with autism [61]. As with cocaine, valproic acid activates ERK signaling [62]. Zou *et al*. demonstrated that RAS/RAF/ERK1/2 signaling was upregulated in the brains of the BTBR mouse model of autism [63]. Recently, the upregulation of this pathway (and of ERK5) has been shown to occur in the brains of autistic subjects [64]. Although misregulation of ERK does appear to be a common feature of ASD, the observed directionality of that misregulation has been contradictory. In the case of Rett syndrome, ERK signaling through the BDNF pathway in particular is reduced. BDNF levels are reduced in *Mecp2*-null mice, and exogenous BDNF has been shown to rescue deficits due to *Mecp2* deficiency [7,9]. In human Rett syndrome patients, a Val/Met polymorphism in BDNF has been associated with disease severity [18]. In the present study, *Mecp2* shRNA produced a significant reduction in *Bdnf* at both the mRNA and protein level, both of which were inversely affected by *Fmr1* knockout. Given the diverse functions of BDNF in neurons, it would be interesting to determine in follow-up studies whether inverse functional outcomes may be observed with these treatments.

Based on the experimental data presented here and previously existing data, we have put together a pathway model to show that the transcriptional regulation exerted by a diverse set of ASD-associated genes converges on ERK signaling. A central role for ERK signaling would explain many of the features associated with ASD. Early work on the ERK proteins described these as microtubule-associated protein 2 kinases, and were shown to phosphorylate MAP2 kinases, proteins known to be involved in neuronal architecture [65-67]. Later work demonstrated that ERK plays a critical role in microtubule formation and thereby to axon/dendrite formation [68,69]. A review article by Hoogenraad and Akhmanova has summarized the criticality of microtubules in synaptic plasticity [70]. Mutations that lead to altered ERK activity would then be expected to have alterations in axon extension and/or retraction and thereby, synaptic plasticity. Mazzucchelli *et al*. found that ERK1-knockout mice exhibit enhanced synaptic plasticity, most likely through the compensatory activation of ERK2 [71]. Voineagu *et al*. recently reported that the expression differences between the temporal and frontal lobes are significantly attenuated in individuals with autism [22]. They further suggested that this lack of differentiation is the mechanism behind the lack of long-range axonal connections and the decreased myelin thickness in autistic prefrontal lobes as reported by Zikopoulos and Barbas [21,22]. In some instances altered ERK activity could interfere with neuroglia wrapping of neuritis to form the myelin sheath. Newbern *et al*. recently reported that ablation of ERK1/2 in Schwann cell precursors resulted in hypomyelination of axons [72].

## Conclusions

A large number of genetic mutations and CNVs have been linked to ASD. The implicated genes span a variety of functions and pathways [25,35]. Despite this diversity, defects in neuronal plasticity and dendrite morphology are commonly associated with this disease. In this report, we utilized shRNA knockdown of eight ASD-associated genes to examine downstream transcriptional alterations and to look for pathway-level commonalities. An underlying assumption is that dysregulation of these genes in primary mouse cortical neurons produce transcriptional alterations robust enough to be detected in lysates of these mixed cultures. As it is difficult in such an experiment to identify a single causal gene, analyzing changes at the pathway level mitigates the reliance on just one or two genes. Pathway analysis by two different approaches both identified alterations in a number of conserved neuronal signaling pathways. Detailed examination of those pathways emphasized alterations to the cAMP and ERK signaling pathways. These pathways would be good starting points for further functional characterization of common downstream neuronal phenotypes following known-down of ASD-associated genes. For example, cAMP reporter assays and phosphoproteomic analysis of ERK pathway regulation would be informative in searching for common intervention points that might reverse the phenotypes caused by the ASD gene disruption. The prospect that multiple genes tied to a single disorder converge on a common set of pathways provides hope that therapeutics can be developed that will be efficacious in a patient population with a heterogeneous genetic background.

## Abbreviations

ASD: Autism spectrum disorder; BDNF: Brain-derived neurotrophic factor; CNV: Copy number variant; CRE: Causal reasoning engine; DIV: Days *in vitro*; ELISA: Enzyme-linked immunosorbent assay; ERBB3: Receptor tyrosine-protein kinase erbB-3; Erk: Extracellular signal-regulated kinase; FDR: False discovery rate; FMRP: Fragile X mental retardation; Gapdh: Glyceraldehyde 3-phosphate dehydrogenase; GFP: Green fluorescent protein; GSEA: Gene set enrichment analysis; GSS: Gene Sensor Suite; GWAS: Genome-wide association studies; MECP2: Methyl-CpG binding protein 2; MEF: Myocyte enhancer factor; MOI: Multiplicity of infection; NLGN: Neuroligin; PBS: Phosphate-buffered saline; PTEN: Phosphatase and tensin homolog; qPCR: quantitative polymerase chain reaction; RT: Reverse transcriptase; SHANK3: SH3 and multiple ankyrin repeat domains 3; shRNA: short-hairpin RNA; TRKA: Neurotrophic tyrosine kinase receptor type 1.

## Competing interests

All authors were employees of Pfizer Global Research and Development, which funded this study, at the time the experimental work was conducted.

## Authors’ contributions

EG carried out the knockdown experiments, including the qPCR analysis and the preparation of samples for transcriptomic analysis. TAL, MMG, and JEF conducted the bioinformatic analysis of the transcriptomic data. TAL, LWF, and DTS conceived of the original project and experimental design. MTP coordinated data analysis and the preparation of the manuscript. EG, TAL, MMG, JEF, and MTP contributed to drafting of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Western blot analysis of protein knockdown. Click here for file

Additional file 2: Table S1 Full gene expression data. Click here for file

Additional file 3: Table S2 Comparison of individual gene expression changes between knockdown datasets. Genes that had fold-changes >1.5 versus control with a *P*-value <0.5 were compared between experiments for overlap. The number of genes found in both knockdown experiments for any combination is shown on the table. Click here for file

Additional file 4: Table S3 Gene set enrichment analysis utilizing Ingenuity pathways. Click here for file

Additional file 5: Table S4 A comparison of common causal reasoning engine (CRE) hypotheses from the nine experiments A total of 269 hypotheses were observed in at least three of the experiments and not in the blank. The notation (+) indicates the hypothesis is predicted to be upregulated, and (−) predicted it to be downregulated. Names highlighted in orange are part of the molecular interaction network (Figure 4). An observed hypothesis (indicated by a red box) satisfies the following filters: correctness *P*-value <0.05, enrichment *P*-value <0.05, minimum number of correctly explained gene expression changes ≥3, percent correctly explained gene expression changes ≥60%, ranking score <100. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

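RNA of mouse cortical neurons was measured on Affymetrix expression arrays in 4 samples transduced with a luciferase hairpin and in 3 untransduced (blank) samples, each hybridised to its own array. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The authors normalized the scanned arrays with RMA (its version is not given in the sources used here) and deposited the values as intensity on a linear scale, from 4.69 to 23763 over the 7 arrays. The sample labels name another RNA extraction reagent than the methods, and the label text of the blank samples mentions a hairpin treatment in general terms; the condition was taken from the treatment field, in which both sources give the same groups. The table held 0 columns of other samples.

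In the deposited table the blank columns start 1 probe set lower than the luciferase columns. This was tested on the values: over 45037 probe sets other than controls, the log2 group means had r = 0.995 after a move of the blank columns by 1 and between 0.376 and 0.421 with other moves from -3 to 3. In blocks of 500 probe sets, the lowest r was 0.981 after the move, and the blocks lay between -0.056 and 0.676 as deposited. After the move 0 of the 45037 probe sets differed by more than 4 on the log2 scale between the group means, but 8 of 63 control probe sets did, so the order of the controls differs between the columns, and the control probe sets were left out throughout. For the same reason no check of RNA quality from the 3' and 5' control probe sets was made.

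From there, log2 of the values was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, luciferase minus blank, 7 arrays, no covariates), with Benjamini-Hochberg adjustment over all tested probe sets. A probe set was called at an adjusted p of at most 0.05 and at least 1.5-fold, as in the paper's methods. Of 45101 probe sets, 2441 with _x in the name and 64 controls were left out, which leaves 42596, and 22748 of these reached 50 on at least 1 array. Gene names come from the annotation of the array, matched by Entrez gene ID to a RefSeq gene table of GRCm38.p6 that was used for names only: of all probe sets 34958 name 1 gene, 932 name several and 9211 have no gene named here, and 34754 symbols were matched and 0 updated. Of the tested probe sets, 20536 name 1 gene, 451 several and 1761 none; of the 953 called, 860 name 1 gene, 14 several and 79 none. Genes were named only from probe sets with 1 gene. For a gene with several probe sets, the one with the highest mean over all arrays stands for the gene in the lists. No coordinates are given, since the files name no genome build. 6 of the 8 targeted genes are given; some genes are not reported here.

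The tests, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, apart from the tests and alternatives that the text names as chosen later. The rule for named genes covered the targeted genes, *Bdnf*, *Camk2a* and called members of Table 3. It covered the 10 genes with the largest rise and the 10 with the largest fall among called probe sets whose groups do not overlap. Up to 4 members past the threshold in each list were covered too. Not every gene under the rule is named in the text. The values of Table 3 had been seen in the paper. The other members named from the lists (*Jun*, *Btg2*, *Npas4*, *Nr4a1*, *Arc*, *Cxcl12*, *Dcc*, *Nup62*, *Myh10*, *Zmat3*, *Plk3*, *Cdkn1a*, *Mdm2*, *Oas1a*, *Oasl1*, *Slc1a2*, *Aldoc*, *Cd68*, *Olig1* and *Ugt8a*), the shared *Ugt1a* probe sets and the histone probe sets were added after their values were seen. The lists cover the targeted genes, the Table 3 genes, activity-dependent genes, mature and immature neuron genes, the glutamatergic synapse, the GABA synapse and interneurons, presynaptic vesicles, axon guidance, calcium signaling, cAMP and ERK signaling, neurotrophins and Trk receptors, the interferon response, inflammation and NF-kB, p53 and DNA damage, ER stress, cholesterol synthesis, UDP-glucuronosyltransferases, retinoid metabolism, astrocytes, microglia, the oligodendrocyte lineage, vascular and meningeal cells, proliferation and neural progenitors. Each was tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists; none of the 3 lists that passed with the preset correlation (activity-dependent genes, p53 and DNA damage, astrocytes) passed with the estimated one. Single values were compared with two-sided exact permutation tests over the 35 splits of the arrays into 4 and 3.

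The calculations were tested on simulated data with the levels and spread of these arrays. Of 50 probe sets each changed by 0.58, 0.8, 1 and 1.5 on the log2 scale among the 22748, 78%, 94%, 100% and 100% passed the adjusted p, 3.63% of all those past it were false, and with no change at most 1 probe set was called in any of 20 draws. The alternatives were no filter on level, at least 100 on 1 array, at least 50 on every array, probe sets with _x kept, quantile normalization, each array centred on its median, eBayes with trend and robust, array weights, log2(value + 16), other thresholds on fold and p, the mean of a gene's probe sets, Spearman's correlation, geometric means and leaving out each array in turn. The plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The part of the paper's table of all probe sets that was given is incomplete and was not used for any test.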

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

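The histone probe sets described here and the test of whether the lists of other cell types moved apart were chosen only after the results were seen.

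The call of 953 probe sets between luciferase and blank neurons was compared with the other splits of the 7 arrays into 4 and 3. Of 35 splits, 1, the real one, called as many, and the highest of the others called 5. This argues against chance as the source of the count, as strongly as 35 splits allow. The other splits mix both groups, so a real difference adds to their spread, and 5 does not measure what chance alone would call.

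Astrocyte genes, which the paper does not discuss, were higher in luciferase neurons: 13 of 19 passed the test upward and none passed it downward in limma, and the set test had an adjusted p of 0.553 with an estimated correlation. Another share of cells other than neurons could account for the called genes if their markers moved together by at least 0.58 on the log2 scale; the largest median change of the lists was 0.425, that of astrocytes, where the difference between the arrays was 0.41 (95% interval over the arrays 0.31 to 0.52). A lower share of neurons raises the markers of every other cell type alike, but the lists moved apart: between the arrays the difference was -0.25 for 4 microglia genes (-0.37 to -0.13), -0.27 for 10 vascular and meningeal genes (-0.46 to -0.092) and -0.039 for 11 oligodendrocyte genes (-0.25 to 0.18), and the highest minus the lowest list median was 0.729, against at most 0.594 in the other splits of the arrays (exact permutation test, p = 0.029). The largest median, 0.425, lay under 0.58, so a shift of that size would not by itself bring a gene past the threshold on fold. Astrocyte genes such as *Gfap* (1.19), *Aldh1l1* (0.86) and *Aqp4* (0.82) were called themselves. The median therefore cannot exclude a change in the share of cells other than neurons as a source of some calls. The spread of the medians carries little weight, because it was tested only after the results were seen. Its low end was the median of 4 microglia genes, of which 0 had a blank level of 500 or more. Of the 10 vascular and meningeal genes, 1 reached that level. For the vascular list alone the exact permutation test gave p = 0.057. The most abundant marker of each list was *Aldoc* at 9937 against 8466, *Olig1* at 2932 against 2850, *Dcn* at 421.5 against 834.7 and *Cd68* at 102.1 against 139.2. A change within astrocytes or in their number alone stays open, as does a response to the virus, which the design confounds with the hairpin, and no other explanation was tested.

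Of 22 measured genes of the p53 and DNA damage response, 14 were higher in luciferase neurons, at a median log2 change of 0.37; the set test had an adjusted p of 0.768 with an estimated correlation, and the count was 8 without luciferase replicate 1 or 2, 9 without luciferase replicate 3 and 7 without blank replicate 5 or 6. Table 4 of the paper lists a p53 hypoxia pathway among those it gives as not affected by the luciferase hairpin; that gene set is another than this list and was not tested here.

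Of 15 tested histone probe sets, 8 were lower in luciferase neurons and 3 were higher. *H1f2*, a linker histone, fell by 1.40 and 1.07 on the log2 scale on its probe sets, and 3 probe sets shared by several H4 or H2B genes fell by 1.23, 1.18 and 0.47, while 2 shared by H4 or H3 genes fell to luciferase levels of 29.5 and 35.8, under 50. *H2bc21* rose by 0.85 on 1 probe set and from 35.3 to 60.7 on another, and a probe set shared by H3 genes rose by 0.49. The counts were 8 and 3 with quantile normalization and with each array centred on its median. Those lower were 6 without blank replicate 5 or 6 and 7 without luciferase replicate 2 or 3. Those higher were 2 without blank replicate 6.

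In 10 of 123 groups of 4 luciferase values, 1 array stood far from the others, where chance gives about 6.15. The gap to the nearest array, as a share of the range, was 0.849 for *Calb2*, 0.930 for *Cd36*, 0.868 and 0.847 for 2 probe sets of *Camk2a* and 0.988 for *Mef2a*, all in luciferase replicate 1. It was 0.836 for *Glra3* and 0.924 for *Frs3* in luciferase replicate 3. In luciferase replicate 4 it was 0.945 for *Slc17a7*, 0.849 for *Trim25* and 0.846 for *Nlgn3*.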

How the results depend on the processing

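The fit with the blank columns left as deposited and the alternatives for the shared *Ugt1a* probe set were chosen after seeing the data. The number of called probe sets and genes was within 1.5 times 953 and 719 under the other filters, scalings, models and adjustments, and went to 5568 and 3994 with no threshold on fold and to 143 and 110 at 2-fold, since a threshold on fold is part of the call; leaving out each array gave 900 to 1117 probe sets and 684 to 842 genes. Of the 953, 786 were also called with quantile normalization and 701 with each array centred on its median. With the blank columns as deposited, 25303 probe sets and 13983 genes were called, *Bdnf* reversed to 5.99, and the mean r was 0.996 within luciferase and 0.108 between groups; the columns then pair different probe sets. *Bdnf* kept its direction and call under 16 of 17 alternatives, with log2 changes from -1.15 to -0.77 when an array was left out, and its call was lost without blank replicate 5 (-0.83, adjusted p = 0.058; range over the alternatives 0.0020 to 0.058). The targeted genes averaged 92.5% of blank with quantile normalization, 90.35% with each array centred on its median and 93.15% to 101.9% when an array was left out (93.15% without blank replicate 6 and 101.9% without blank replicate 7). With no filter on level the mean r was 0.9963 within luciferase, 0.9952 within blank and 0.9922 between groups, and Spearman's correlation between groups was 0.980. With an estimated correlation the set tests of activity-dependent genes, p53 and DNA damage and astrocytes no longer passed (adjusted p = 0.553, 0.768 and 0.553), and with no filter on level that of axon guidance passed (0.019). In the fit with all arrays, camera with an estimated correlation gave axon guidance an adjusted p of 0.768. Table 3 genes higher were 7 with no filter on level, 6 with quantile normalization, 4 with each array centred and 4 to 11 when an array was left out, and those lower 10 with each array centred and 5 to 8 when an array was left out. Axon guidance genes higher were 12 with each array centred and 10 to 23 when an array was left out; p53 genes higher were 7 to 16, activity-dependent genes lower 17 to 25 and astrocyte genes higher 9 to 15. Except where the construction of an alternative shows it, the cause was not tested. Of 120 probe sets covered by the rule for named genes, 102 passed an adjusted p of 0.05. Of these 102, 78 passed under every alternative and 13 others in all but fits with an array left out. Over 1881 values of the alternatives, 1753 stayed on the same side of an adjusted p of 0.05. Of the others, 118 no longer passed it and 10 passed it newly. Of those that passed it in either fit, 0 changed direction. Of those that passed it in neither, 29 values of 10 probe sets changed direction, among them values of *Fmr1*, *Mef2a* and *Camk2a*. For the other lists, 571 of 644 values kept their side or stayed within 1.5 times. Of the others, 8 set tests passed newly and 65 counts moved further. Beside those of proliferation genes, the set test of microglia passed with no filter on level (adjusted p = 0.031) and without blank replicate 7 (0.045). Without luciferase replicate 4, those of vascular genes (0.018) and cholesterol synthesis (0.039) passed. In the fit with all arrays, camera with an estimated correlation gave adjusted p of 0.553 for microglia, 0.553 for vascular genes, 0.768 for cholesterol synthesis and 0.768 for proliferation genes. The methods count expression as absent where all samples lie under 50; *Trim25* was above 50 on luciferase replicate 4 alone and *Fosb* on blank replicate 7 alone, and on log2(value + 16) the changes of *Glra3*, *Ddc*, *Aldh1a7* and *Trim25* were 1.50, 1.25, 0.73 and 0.79 instead of 1.98, 1.67, 1.06 and 1.27. No paired analysis was possible because luciferase replicates are numbered 1 to 4 and blank replicates 5 to 7, with no number in common.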

Differences from the paper's values

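The legend of Figure 1 states that no targeted gene differed significantly between untreated and luciferase neurons. Of the 6 targeted genes given here, 5 did not pass the test. *Mef2a* passed with quantile normalization and with each array centred on its median (adjusted p of 0.048 and 0.022 from limma), but only on its probe set with the highest level. *Nlgn3* passed with array weights and without blank replicate 7 (adjusted p of 0.015 and 0.024 from limma). *Shank3* was lower in luciferase neurons, with a log2 change of -0.78 (adjusted p = 3.1e-04 from limma). It was called under each of 16 alternatives, with adjusted p from 3.2e-05 to 0.0023. The legend does not say whether its statement rests on quantitative PCR or on the arrays.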

Other observations

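The test of a shift in the luciferase arrays alone was chosen only after the result was seen.

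Genes of synapses and interneurons moved both ways in luciferase neurons. Of 24 measured genes of the GABA synapse and interneurons, 6 were higher, 4 were lower and 14 did not pass the test (8 and 6 when adjusted over the list alone; camera, adjusted p = 0.758). The calcium-binding proteins of interneurons *Calb1* and *Calb2* rose 1.58-fold and 1.70-fold, with luciferase replicate 1 apart in *Calb2*, and *Gabrd*, an extrasynaptic GABA receptor subunit, rose 1.43-fold. *Crhbp*, which binds corticotropin-releasing hormone, had a log2 change of -0.76, and its call is lost without luciferase replicate 1, 3 or 4 or blank replicate 5 or 7. Of 29 genes of the glutamatergic synapse, 8 were higher, 2 were lower and 19 did not pass the test (8 and 3 when adjusted over the list alone; camera, adjusted p = 0.411), among them *Gria4*, an AMPA receptor subunit, which rose 1.34-fold from 458.4 ± 17.8 (SD, n = 3) to 615.0 ± 10.1 (SD, n = 4). The higher genes of this list were 4 without luciferase replicate 2 or 3 or blank replicate 5 or 6 and with each array centred on its median, and 5 without luciferase replicate 4 and with no filter on level, and those of the GABA list 3 without blank replicate 6. Of 25 genes of presynaptic vesicles, 2 were higher, 1 was lower and 22 did not pass the test (1 and 0 when adjusted over the list alone; camera, adjusted p = 0.227), and the higher ones were 1 without any single luciferase array or blank replicate 5 or 6, 4 with trend and robust in eBayes and 5 with array weights. *Camk2a*, which Table 3 gives for every hairpin, was 1.24-fold higher in luciferase than in blank neurons on its probe set with the highest level (adjusted p = 0.026 from limma), which no longer passes 0.05 without luciferase replicate 2 or 3 or blank replicate 5 or 6 and with each array centred on its median (0.0059 to 0.080 over the alternatives), and its other probe sets had log2 changes from -0.24 to 0.51.

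Genes of dividing cells and progenitors were among those that moved. Of 24 measured proliferation genes, 5 were higher, none was lower and 19 did not pass the test in limma (5 and 0 when adjusted over the list alone; camera, adjusted p = 0.106); *Mcm5* and *Mcm3*, subunits of the replicative helicase, rose by 0.51 and 0.43 on the log2 scale, and the count was 3 without blank replicate 5 or 6 and with each array centred on its median. The set test of proliferation genes passed with no filter on level (adjusted p = 0.0072) and without luciferase replicate 2 or 3 or blank replicate 6 (0.027, 0.032 and 0.025; range 0.0072 to 0.768). With an estimated correlation in the fit with all arrays, camera gave this list an adjusted p of 0.768. Of 13 genes of neural progenitors, 3 were higher, 1 was lower and 9 did not pass the test (5 and 2 when adjusted over the list alone; camera, adjusted p = 0.227); *Id3*, an inhibitor of differentiation factors, rose 2.04-fold and *Hes5*, a Notch target, 1.41-fold, and the higher members were 5 without blank replicate 7. In the same arrays 13 of 19 measured astrocyte genes were higher, at a median log2 change of 0.43, with a set test at an adjusted p of 0.553 with an estimated correlation. Of 19 genes of cholesterol synthesis, 1 was higher (*Sc5d*), 1 was lower (*Nsdhl*, which no longer passed without blank replicate 5 or 6) and 17 did not pass the test (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.118).

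The paper's Table 3 gives fold changes of the hairpins relative to the luciferase arrays, and blank neurons differ from the same arrays. Of 24 Table 3 genes that moved in a single direction under all the hairpins listed for them, 21 (87.5%, exact 95% interval 67.6% to 97.3%) differed between blank and luciferase neurons in that direction, as did 12 of 13 of them past the adjusted p; 19 to 21 did so under the other scalings and without each array. Comparisons with the same control arrays share its chance values. Simulated blank arrays with no change gave 66.85% with hairpin effects of SD 0.25 and 55.6% with SD 0.5, so part of the share may come from the shared arrays. Table 3 holds genes altered by several hairpins, and such a selection can raise the share expected with no change. The simulated shares are therefore not a bound against which 87.5% can be tested. The luciferase arrays cannot be told apart from the hairpins as the source of a common direction, because the hairpin arrays were not analysed here. The median change of blank neurons in the hairpins' direction was 0.303 on the log2 scale and that of the hairpins 0.757 in the paper's values, but Table 3 prints changes past 1.5-fold alone, so these sizes do not decide whether the luciferase arrays alone moved. These genes were picked by the study against these luciferase arrays.

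The paper's enrichment of retinol, glucuronate, starch and steroid pathways between luciferase and blank neurons may rest in part on genes that share a probe set. A called probe set is annotated to 8 genes of the *Ugt1a* cluster, whose members belong to these pathways, and it was the 1 called probe set with a UDP-glucuronosyltransferase gene. Counting each annotated gene would then add 8 genes from 1 measurement, which had a log2 change of 0.55 and an adjusted p of 0.055 with each array centred on its median (0.012 to 0.130 over the alternatives). How the paper counted such probe sets was not tested.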
